# Molecular signatures of mammalian hibernation: comparisons with alternative phenotypes

**DOI:** 10.1186/1471-2164-14-567

**Published:** 2013-08-20

**Authors:** Yichi Xu, Chunxuan Shao, Vadim B Fedorov, Anna V Goropashnaya, Brian M Barnes, Jun Yan

**Keywords:** Hibernation, Microarray, Molecular signatures, Liver, *Urocitellus parryii*

## Abstract

**Background:**

Mammalian hibernators display phenotypes similar to physiological responses to calorie restriction and fasting, sleep, cold exposure, and ischemia-reperfusion in non-hibernating species. Whether biochemical changes evident during hibernation have parallels in non-hibernating systems on molecular and genetic levels is unclear.

**Results:**

We identified the molecular signatures of torpor and arousal episodes during hibernation using a custom-designed microarray for the Arctic ground squirrel (*Urocitellus parryii*) and compared them with molecular signatures of selected mouse phenotypes. Our results indicate that differential gene expression related to metabolism during hibernation is associated with that during calorie restriction and that the nuclear receptor protein PPARα is potentially crucial for metabolic remodeling in torpor. Sleep-wake cycle-related and temperature response genes follow the same expression changes as during the torpor-arousal cycle. Increased fatty acid metabolism occurs during hibernation but not during ischemia-reperfusion injury in mice and, thus, might contribute to protection against ischemia-reperfusion during hibernation.

**Conclusions:**

In this study, we systematically compared hibernation with alternative phenotypes to reveal novel mechanisms that might be used therapeutically in human pathological conditions.

## Background

Hibernation in mammals is a naturally occurring process of profound suppression of metabolic demand and tolerance to hypothermia that enables individuals to fast for 6–8 months. In addition, animals are protected from injury following cycles of hypoperfusion and reperfusion that occur as they cool and rewarm. In an extreme example of hibernation, the Arctic ground squirrel (AGS, *Urocitellus parryii,* family *Sciuridae*) decreases its basal metabolism by 98% and body temperature (Tb) to as low as -2.9°C when it enters bouts of torpor, which can last for over 3 weeks [1]. In all small mammalian hibernators, torpor is periodically interrupted by spontaneous arousal episodes when animals raise their metabolism and Tb returns to normal, euthermic levels for no more than 24 h. Animals then re-enter torpor and repeat the torpor-arousal cycle until the end of the 6–8-month hibernation season. Gene transcription [2] and translation [3] are dramatically suppressed during torpor, and many additional physiological parameters also greatly decrease and then recover after arousal, e.g. heart rate, respiration, electrical activity, and renal function [4].

The complex phenotypes in hibernation are examples of extreme physiology that represent limits to adaptive design and are therefore intriguing to biologists. Fundamental questions surrounding hibernation remain largely unanswered; for instance, the relationship between torpor and arousal and wake and sleep. Electroencephalogram (EEG) recordings during entry into torpor suggest that torpor and sleep may be homologous [5]. During deep torpor, however, the EEG is isoelectric, and it has been hypothesized that the associated low brain temperature is incompatible with the restorative function of sleep [6]. EEG recordings in the AGS taken during the arousal cycle have demonstrated that the majority of time at high body temperatures is spent in slow-wave and rapid eye movement sleep, which may represent compensation for the accumulation of sleep debt during torpor [7]. Arousal episodes also restore metabolic homeostasis lost from the plasma during torpor [8].

The role of circadian rhythms in hibernation is also unclear. Core clock genes including *Per1*, *Per2*, and *Bmal1* stop oscillating in their expression levels during torpor in European hamsters (*Cricetus cricetus L.*), which suggests that the circadian clock is arrested during hibernation [9]. Circadian rhythms of body temperature have not been detected during hibernation in either Arctic or European ground squirrels, and arrhythmic patterns of body temperature continue for several weeks after the animals end torpor and resume constant high body temperatures in spring, provided they experience constant darkness [10,11]. However, very low amplitude cycles of body temperature persist during torpor in the golden-mantled ground squirrel (*Callospermophilus lateralis*) [5].

More information about the molecular basis of the phenotypes displayed during mammalian hibernation may lead to the development of novel clinical approaches for the treatment of injuries and disease in humans. For example, the tissues of hibernators experience regular cycles of rapid changes in blood pressure and flow during the torpor-arousal cycle; yet organs such as the liver, brain, heart, and gut do not exhibit the type of damage expected from ischemia-reperfusion in non-hibernating animals, even when hibernators experience long periods of no blood flow, blood loss, or trauma [4,12-15]. An understanding of the molecular mechanisms of natural resistance to hypoperfusion-reperfusion in hibernators may result in treatments for or the prevention of heart attack, stroke, or perioperative injuries. This approach could be extended to preserve transplant organs, prevent disuse atrophy, or treat sleeping disorders.

Here, we address these questions by studying the molecular signatures of hibernation in mammals. Microarray experiments generate differential molecular signatures under physiological and biochemical perturbations that reflect genetic regulatory mechanisms [16]. Our initial high-throughput efforts to create molecular signatures of hibernation in small mammalians had limited coverage that was insufficient for comprehensive comparisons to signatures that define potentially related regulatory pathways in model organisms [17,18]. In this study, we designed a new cDNA microarray for the Arctic ground squirrel with genome-wide coverage. Using this microarray, we identified wide molecular signatures of hibernation in the AGS liver during different stages of the torpor-arousal cycle. Gene expression changes in the liver are related to the overall inhibition of metabolism, mechanisms of differential fuel use, and long-term fasting during hibernation. In this systematic dissection of the hibernation phenotype, we compared hibernation signatures with those from different physiological conditions in mice, including calorie restriction, PPARα knockout, sleep deprivation, cold exposure, and ischemia-reperfusion (Table 1). Our study is the first attempt to investigate the relationship between hibernation and other physiological conditions at the molecular level.

**Table 1:** Mouse microarray datasets on hibernation-related physiological conditions collected from GEO or ArrayExpress databases

**GEO/ArrayExpress ID**	**Stress**	**Source**	**Microarray**
E-MEXP-748	Calorie restriction	Liver	Mouse4302
GSE1093	Calorie restriction	Liver	MG-U74A
GSE2431	Calorie restriction	Liver	MG-U74A
GSE10657	Ischemia-reperfusion	Liver	Mouse4302
GSE9441	Sleep deprivation	Liver	Mouse4302
GSE8292	PPARα knockout	Liver	Mouse4302
GSE20645	Cold exposure	Oligodendrocyte precursor cells	Mouse4302

## Methods

### Animals

AGS tissue samples were taken from the same animals as in our previous microarray study [17]. Briefly, AGS were trapped during July near Toolik Lake in northern Alaska (68°N 149°W, elevation 809 m) and transported to the University of Alaska, Fairbanks. Animals were initially housed at 20±2°C with a 16:8-h light:dark photoperiod and provided with Mazuri Rodent Chow and water *ad libitum*. Hibernating animals were previously implanted abdominally with temperature-sensitive radio transmitters and maintained at a 4:20-h photoperiod. Core Tb was monitored for precise stage of torpor and arousal by an automated telemetry system that measures and records core Tb every 10 min [19]. Animals sampled in torpor and arousal episodes were deprived of food for the entire period of hibernation. Animals were collected early in a torpor bout after 10–20% of the duration of the bout (early torpor, between 4–6 days, n = 4). Animals late in a torpor bout were collected after 80–90% of the duration of the previous bout (late torpor, between 8–12 days, n = 5). Animals sampled early after spontaneously arousing from torpor were collected 1–2 h after Tb had increased above 30°C during rewarming (early arousal, n = 4). Animals late in the arousal episode were collected 7–8 h after Tb had increased above 30°C (late arousal, n = 4). Post-reproductive euthermic animals (P, n = 7) that had completed reproductive maturation and regression as assessed by external inspection of gonads and genitalia and had entered molt were used as a non-hibernating control. Torpid animals were euthanized by decapitation without anesthesia. Aroused and post-reproductive animals were deeply anesthetized with isoflurane vapors and decapitated. Animal protocols were approved by the University of Alaska, Fairbanks, Institutional Animal Care and Use Committee.

### AGS cDNA libraries construction

We constructed cDNA libraries enriched for full-length inserts by applying the SMART template-switching protocol, primer extension PCR [20], normalization, and subtraction [21], as described by Federov et al. [22]. Five AGS cDNA libraries were constructed: 100 - mixed library (brain, liver, heart, brown adipose tissue, and muscle) used for subtracting all other libraries, 101 - heart, 102 - brain, and 103, 104 - liver. 24,371 AGS ESTs (expressed sequence tags) 496 (SD ±133) bases long were sequenced at the University of Alaska, Fairbanks AGS cDNA library project. Equal amounts of mRNA from hibernating and non-hibernating animals were pooled in cDNA libraries to enhance transcript representation.

### AGS EST clustering and annotation

We developed a bioinformatics pipeline to cluster and annotate 24,371 AGS ESTs. The 1.90X coverage assembly of the 13-lined ground squirrel (*Ictidomys tridecemlineatus*) genome (speTri1, Jun 2006) was obtained from Ensembl, including genome sequences and 14,831 gene annotations. The low coverage of the genome may still lead to incomplete gene models and annotations. EST sequences of the golden-mantled (*Callospermophilus lateralis*; 8,803 sequences) and 13-lined ground squirrels (5,256 sequences) were obtained from NCBI. We aligned the AGS ESTs and those of the other two squirrels to speTri1 with BLASTN, requiring > 50% alignment length and > 95% identity. The sim4 program was used to identify the accurate splice sites on the ESTs. Meanwhile, we aligned the human and mouse RefSeq mRNA sequences to speTri1 using the same method, requiring > 50% alignment length and > 85% identity. The aligned ESTs and RefSeqs were clustered if they shared common splice sites or their alignments overlapped by > 50% of the length of the shorter sequence. The unaligned ESTs were aligned and clustered to each other. To remove the redundancy on EST clusters due to genome duplication or incomplete assembly, two or more EST clusters were merged into one if they shared > 80% of the ESTs in each cluster.

We chose the annotation for each EST cluster in the following order of precedence: speTri1 annotation, human RefSeq, and mouse RefSeq. For EST clusters that were not annotated by the above, all ESTs in the cluster were patched together to obtain an annotation in the NR (non-redundant) database by BLASTX. Overall, 64% of AGS ESTs were reliably aligned to speTri1 and 54% were annotated with known gene symbols. 9,600 cDNA clones were printed on the membrane cDNA arrays.

### AGS cDNA microarray hybridization

Total RNA was extracted from tissues with RNeasy Kits (Qiagen) and stored at -80°C, linearly amplified by the Illumina TotalPrep RNA Amplification Kit (Ambion), labeled with [33P]dCTP, and hybridized with array filters as previously described [22]. All RNA samples were processed in the same batch. The filters were exposed to phosphorimager screens for 4 days and scanned at 50 μm resolution in a Storm Phosphorimager. Images were analyzed by the ImaGene program (Biodiscovery).

### AGS cDNA microarray analysis

Out of 9,600 probes, 6–8,000 on the cDNA microarray had a signal/background > 2. 

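In the deposited scanner values, between 8409 and 9282 of the 9600 probes per array had a mean signal over 2 times the mean background. By median pixel values, used for all other results, the range was 8157 to 9197. The median signal of an array lay between 54.1 and 132 intensity units and the median background between 13.3 and 19.9. Median signal had a middle value of 79.5 over the T arrays, 108 over the A arrays, and 76.1 over the P arrays. The number of arrays limits the precision of these values.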

Only 50–120 probes were undetected. 

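ImaGene marked between 55 and 143 spots per array as empty. The membranes came from 2 filter sets, which the scanner files call A1 and A2. The 6 arrays on A2 filters, from 5 P animals and 1 A animal, had 94 to 143 such spots, with a median of 127, and the 18 arrays on A1 filters had 55 to 111, with a median of 83.5. There were 12 probes marked as empty on at least 4 of the 6 A2 filters and on at most 1 of the 18 A1 filters, and 0 probes marked as empty on at least 12 A1 filters and at most 1 A2 filter.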

The signals were subtracted from the background, divided by the median, and log2 transformed. Early arousal and late arousal were treated together as arousal (A). Early torpor and late torpor were treated together as torpor (T). In total, A, T, and P contained eight, nine, and seven animal replicates, respectively. Three-state (A, T, P) one-way ANOVA was performed on 9,600 probes. 5,314 unique genes with human symbols were identified after removing redundancy at the probe level according to the minimal ANOVA p-value. False discovery rate (FDR) was evaluated by q-value using a conservative method proposed by Storey and Tibshirani [23]. Differentially expressed genes between each pair of two states were selected by ANOVA models with q-values < 0.05 and Tukey’s honestly significant difference (HSD) test p-values < 0.05. Data analysis was performed in R 2.11.1. Microarray data series were submitted to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) under the accession number GSE38700.

### Mouse microarray analysis

Normalized data from GSE1093, GSE2431, and raw data from the other microarrays were either collected from EBI ArrayExpress repository or NCBI GEO datasets (Table 1). Raw data were normalized by robust multi-array average in the R package affy. The Mouse4302 microarray was annotated by the R package mouse4302. The MG-U74A microarray was annotated by Affymetrix platform GPL81 on NCBI. Mouse gene symbols in annotation were replaced by the gene symbols of human homologues, which facilitated the comparison of AGS and mouse microarrays. According to the experimental design, ANOVA (for PPARα knockout and sleep deprivation) and t-tests (for cold exposure) were performed to obtain differentially expressed genes at the q < 0.05 significance level. Differentially expressed genes in PPARα knockout were also limited by a threshold on log2 fold-change as suggested by Rakhshandehroo et al. [24]. Differentially expressed genes in calorie restriction were determined by a meta-analysis strategy [25], i.e. requiring consistent changes of gene expression in three out of four experiments. To remove redundancy on multiple probes annotated by the same gene, we kept the probe with the minimum q-value. Data analysis was performed in R 2.11.1.

### Comparison of AGS and mouse microarrays

To determine the associations between hibernation and calorie restriction, PPARα knockout, sleep deprivation, and cold exposure, we calculated Pearson’s correlation coefficient (PCC) of log2 fold-changes of differentially expressed genes in both non-hibernating physiological conditions and hibernation. The p-value for testing the null hypothesis (PCC = 0) was calculated based on Pearson's product moment correlation coefficient. To compare ischemia-reperfusion to hibernation, we turned to the patterns of gene expression, assuming that P, T, and A in hibernation are similar to the control (CN), ischemia (IS), and reperfusion (RP), respectively. A mathematical clustering technique, self-organizing map, was applied to cluster the patterns of gene expression with robustness and accuracy [26]. Data analysis was performed in R 2.11.1.

### Comparison of AGS microarrays and PPARα and *CIRBP* target genes

We required the target PPARα genes to be differentially expressed in PPARα knockout and bound by PPARα. The PPARα binding sites were collected from chromatin immunoprecipitation with massively parallel DNA sequencing (ChIP-Seq) [27]. Differentially expressed genes in PPARα knockout [24] were searched for PPARα bound from 10 kb upstream to 3 kb downstream, relative to the start of transcription, resulting in 614 target genes for PPARα.

We required the *CIRBP* (cold-inducible RNA-binding protein) target genes to be differentially expressed in *CIRBP* knockdown and bound by *CIRBP* clusters [28]. The binding *CIRBP* clusters were collected from cross-linking and immunoprecipitation-high-throughput sequencing (CLIP-Seq) [28]. Two hundred and one target genes were obtained for *CIRBP*. Fisher’s exact test was performed to detect the enrichment of target genes in differentially expressed genes during hibernation.

## Results

### Identification of molecular signatures of hibernation

We analyzed differential gene expression in AGS as a model species for mammalian hibernation. 

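Liver RNA of 24 AGS was measured on nylon membranes that carried 9600 spotted cDNA probes, with the radioactively labelled RNA of 1 animal on each membrane. The AGS is a rodent that spends winter in torpor, a state of low metabolism and low body temperature, which short arousal episodes interrupt. There were 9 animals in torpor (T), 8 in arousal episodes (A), and 7 in post-reproduction (P). Of the T animals, 4 were in early and 5 in late torpor, and of the A animals, 4 were in early and 4 in late arousal. The labels of the deposited samples call the P animals summer active, while the paper calls them post-reproduction. For each array the authors deposited the intensity of every spot and of its local background as read by ImaGene 6.1.0, together with a table of processed values. Following the methods, the median background was subtracted from the median signal of each spot, and the difference was divided by the array's median and log2 transformed. Spots at or below 0 after subtraction, 668 of 230400, were treated as missing. The processed values of the authors were the same ratio before the log2 step, within 1e-06, except at 2297 spots that were set to a floor of 0.002. The floor was given to all 2258 spots that ImaGene marked as empty, 1629 of which had a signal above background, and to 39 other spots at or below 0. Differential expression was tested with limma, with Benjamini-Hochberg adjustment over all probes of a comparison. The membranes came from 2 filter sets, called A1 and A2 in the scanner files, which the paper's text does not mention. A1 membranes held all 9 T animals, 7 A animals, and 2 P animals, and A2 membranes held 5 P animals and 1 A animal, late arousal 04-30. Comparisons with P are therefore given with and without the filter set as a block in the fit. The paper states that torpid animals were euthanized without anesthesia and the others under isoflurane, a difference that follows the state and could not be separated from it.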

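Early and late stages were pooled within T and A. With limma over 5 groups, 0 of 9595 probes had an adjusted p under 0.05 between early and late torpor, and 458 had an unadjusted p under 0.05. Between early and late arousal the number was also 0, with 748 probes at an unadjusted p under 0.05. On simulated arrays in which 200 of 9407 probes differed by 1 on the log2 scale, the same fit called 89 of the 200 between the torpor stages and 71 between the arousal stages, so many differences of this size would be missed at 4 or 5 arrays per stage.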

The custom microarray comprised 6,403 annotated AGS genes, among which 5,314 were annotated with human gene symbols. 

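The scanner files list probes by a number and hold no gene symbols. Additional file 1 lists 1329 genes with their mean level in each state. Each of the 1329 genes matched the state means of a single probe in the processed values, with a largest distance of 8.11e-06, while the next closest probe lay at least 0.00577 away. Gene symbols are used only for these probes, and all other probes were tested without a name. Of the AGS genes named in the Results, ACSL3 is not in Additional file 1 and has no value here.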

Because the aim of this study was to compare AGS with non-hibernating model animals, we focused on these 5,314 genes in downstream analyses.

More than one thousand genes (Additional file 1) exhibited differential expression (q-value < 0.05) across torpor (T), arousal episodes (A), and post-reproduction (P). Of these, 916, 823, and 383 genes were significantly differentially expressed in T vs. P, A vs. P, and T vs. A comparisons (Tukey’s HSD test p < 0.05), and were labeled TP, AP, and TA signatures, respectively. 

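Of 9599 probes tested, 1102 (11.5%) differed among T, A, and P at an adjusted p under 0.05 in limma's moderated F-test. These included 728 probes paired with a gene of Additional file 1 and 374 probes without a gene symbol. The other 601 genes of Additional file 1 were above the threshold. With the filter set as a block, 382 probes passed, and on the 18 arrays with A1 filters alone, a choice made after the data were seen, 211 passed. The methods' test, run on the same values, called 2017 probes.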

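At an adjusted p under 0.05 from limma, 946 probes differed between T and P, of which 528 were higher in T. Between A and P the number was 813, with 251 higher in A, and between T and A it was 45, with 37 higher in T. Under the filter set block, the numbers were 93 for T and P, 260 for A and P, and 124 for T and A. The split between T and P turned over with the block, with 38 of 93 higher in T, and 32 of 260 were higher in A than in P. Of the 946 probes, 69 were also called with the block and 872 kept their direction. For A and P, 189 of the 813 were also called and 808 kept their direction, and for T and A all 45 were called again. On A1 filters alone, 86, 84, and 132 probes were called in the same order of comparisons, with 30 of 86 higher in T than in P and 13 of 84 higher in A. Under quantile normalization the split between T and A turned over, with 4 of 17 called probes higher in T. The 45 probes called without it all kept their direction, and 11 of them were called again. The methods' test called 1342, 1270, and 601 probes. With each array left out in turn, the number was between 550 and 1490 for T and P, 477 and 1546 for A and P, and 24 and 101 for T and A.

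**Figure D1:**
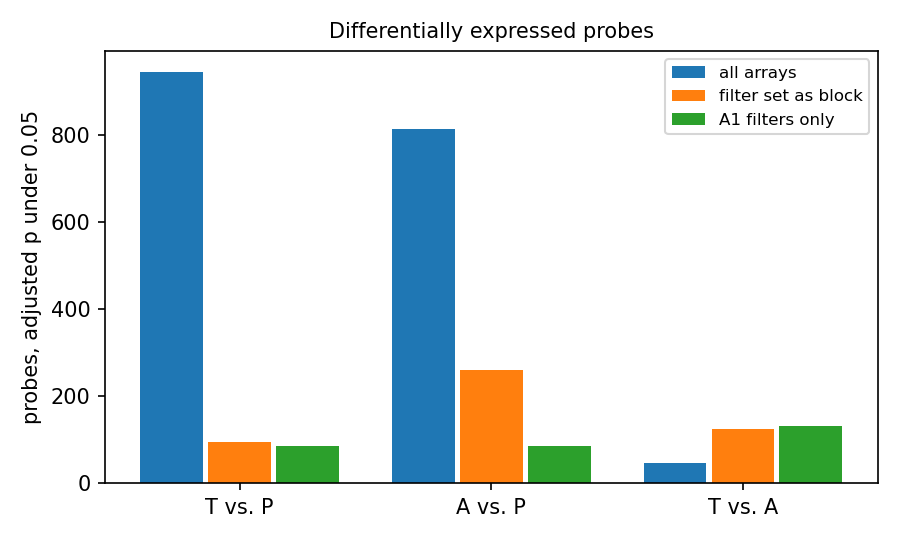
Number of probes with an adjusted p under 0.05 in each comparison, over all 24 arrays, with the filter set as a block, and on A1 filters only. The bars for T vs. P fall from 946 to 93 and 86, and those for T vs. A rise from 45 to 124 and 132.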

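Among genes whose groups did not overlap, A2M rose from 2.01 ± 0.38 (SD, n = 7) in P to 4.23 ± 0.34 (SD, n = 9) in T on the log2 scale, a change of 2.22 (standard error 0.30, adjusted p = 4.48e-05 from limma), and was 2.42 (adjusted p = 0.00317) with the filter set block. Of the genes without overlap, FASN and INSIG1 had the largest falls in T after ELOVL6, with changes of -2.09 and -2.08 (adjusted p = 1.08e-04 and 1.84e-06). Every T array lay below the P mean for both genes, and both were still called with the block. In A, THRSP changed by -2.79 and SCD by -2.58 relative to P (adjusted p = 5.26e-06 and 1.68e-05), while LDHA changed by 1.70 and EGR1 by 1.68 (adjusted p = 0.00283 and 0.00783). After blocking on filter set, the adjusted p of EGR1 was 0.147. Between T and A, FN1 was higher in T by 1.21 (standard error 0.20, adjusted p = 0.00687 from limma) and C1orf160 by 0.86 (adjusted p = 0.0241). COQ10B and DNAJB4 were lower in T, with changes of -1.17 and -1.07 (adjusted p = 0.0405 and 0.0183). Under quantile normalization limma did not call FN1, C1orf160, or COQ10B between T and A, and under normexp background correction it did not call DNAJB4. COQ10B was also not called on the deposited ratio, and LDHA was not called between A and P with the identifier prefix as a block or on A1 filters. By chance, groups of these sizes do not overlap in 0.0175% of probes for T and P, 0.0311% for A and P, and 0.00823% for T and A.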

TP and AP signatures have 509 genes in common (Figure 1). Of these genes, 508 that had consistent changes of direction in T vs. P and A vs. P were defined as hibernation signatures. This indicates that the seasonal differences in mRNA levels between hibernating and post-reproduction states (T vs. P or A vs. P) are larger than those within hibernating states (A vs. T). 

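In limma's fit 368 probes were called both between T and P and between A and P, and all 368 changed in the same direction. When the filter set was a block, there were 61, again all in the same direction. Both comparisons use the same 7 P arrays, so their chance values are shared. Across 9599 probes, which are not independent replicates, the fold changes of the comparisons had a Pearson correlation of 0.792, or 0.749 with the block. In 100 simulated sets of unchanged states over 9407 probes the correlation averaged 0.548, between 0.527 and 0.568, and 68.4% of probes had the same sign, where 77% had it in the data. In simulated sets fitted with the block the correlation averaged 0.730, between 0.717 and 0.747, and 76.1% of probes had the same sign, more than the 71.1% in the data with the block. Each simulated probe was drawn independently, so the ranges leave out variation that probes share. In the simulated sets limma called 0 probes in both comparisons with and without the block, and on average 111 reached an unadjusted p under 0.05 in both without the block, against 1329 in the data. Blocked by filter set, the simulated sets gave 175 on average (144 to 212), against 475 in the data over the same 9407 probes.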

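Over all arrays, limma called 21.0 times as many probes between T and P as between T and A, and 18.1 times as many between A and P. In the fit with the filter set block, these ratios were 0.75 and 2.10, and on A1 filters alone they were 0.652 and 0.636. On A1 filters the comparisons with P rest on 2 P arrays, while T and A have 9 and 7 arrays. A count of calls falls with fewer arrays, so these ratios alone do not rank the sizes of the differences. The first principal component held 23.7% of the variance. All 6 arrays on A2 filters lay between 32.6 and 43.1 on it, including late arousal 04-30, and all 18 on A1 filters lay between -21.2 and -1.1, including both P arrays of that set. The paper takes the 508 genes with consistent changes of direction in T vs. P and A vs. P as an indication that seasonal differences in mRNA levels are larger than those within the hibernating states.

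**Figure D2:**
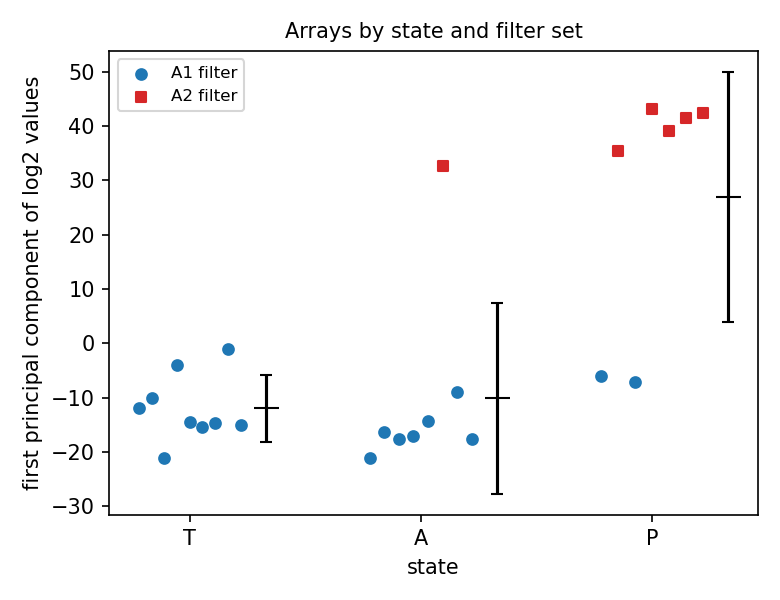
First principal component of the log2 values of 9407 probes for each array, by state, with circles for A1 filters and squares for A2 filters, and bars for the mean ± SD of each state. The squares lie between 32.6 and 43.1 and the circles between -21.2 and -1.1.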

Gene set enrichment analysis [16] was performed to calculate the enrichment of canonical pathways in the differentially expressed genes (Table 2).

**Figure 1:**
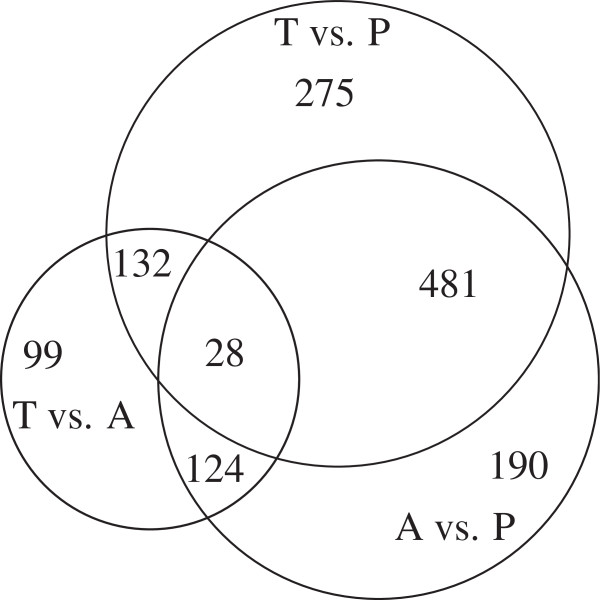
**Venn diagram of differentially expressed genes during hibernation.** 916, 823, and 383 genes were differentially expressed in T vs. P, A vs. P, and T vs. A comparisons, respectively. T: torpor; A: arousal episodes; P: post-reproduction.

**Table 2:** Top ranking enriched gene sets in different signature groups during hibernation

**Gene set description**	**# Genes in set**	**# Overlapping genes**	**FDR q-value**
477 genes that were over-expressed during T compared to P			
Lipid and lipoprotein metabolism	478	26	3.5×10^-9^
Fatty acid metabolism	42	9	1.8×10^-7^
Valine, leucine, and isoleucine degradation	44	9	1.8×10^-7^
Fatty acid, triacylglycerol, and ketone body metabolism	168	14	4.9×10^-7^
PPAR signaling pathway	69	9	7.1×10^-6^
439 genes that were under-expressed during T compared to P			
Lipid and lipoprotein metabolism	478	34	0
Biological oxidations	139	19	0
Drug metabolism - cytochrome P450	72	16	0
Phase II conjugation	70	15	0
301 genes that were over-expressed during A compared to P			
Lipid and lipoprotein metabolism	478	14	2.7×10^-3^
522 genes that were under-expressed during A compared to P			
Lipid and lipoprotein metabolism	478	36	0
Biological oxidations	139	29	0
Retinol metabolism	64	16	0
Phase II conjugation	70	19	0
Steroid hormone biosynthesis	55	16	0
291 genes that were over-expressed during T compared to A			
RNA metabolism	330	23	0
Ribosomes	88	16	0
60S ribosomal subunit, cytoplasmic	47	13	0
92 genes that were under-expressed during T compared to A			
HCF-1 complex	19	3	8.4×10^-3^

Gene set enrichment analysis (v3.87) was performed with canonical gene pathways in the comparisons between torpor (T), arousal episodes (A), and post-reproduction (P).

### Comparison of the calorie restriction and hibernation datasets

During hibernation, fasting can last for most of the year; for example, 7–8 months in female Arctic ground squirrels [29]. To examine the relationship between changes in gene expression during hibernation and those during the best available animal model of calorie restriction, we collected calorie restriction (10–40% calories) microarray datasets from mice [GSE1093, GSE2431, and E-MEXP748] [30-32]. This included two short-term (3 or 8 weeks) and two long-term experiments (17 or 24 months). We focused on the 253 calorie restriction affected genes (Additional file 2) that consistently showed significant differential expression in at least three out of four experiments.

Because the AGS fasts during hibernation, calorie restriction affected genes were compared with TP, AP, and hibernation signatures (Table 2). These genes overlapped best with hibernation signatures (PCC = 0.58, p = 0.01). 

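Additional file 3 gives a calorie restriction value for 18 genes of the hibernation signatures. Across these genes, which are not independent replicates and which the paper selected on these arrays, the mean of the T and A fold changes over P had a Pearson correlation of 0.582 with the mouse values (permutation p = 0.012, 2-sided). Adjusted over the 4 relations with mouse data tested here, p was 0.024. Spearman's rho was 0.441 (permutation p = 0.069). Without ELOVL6 and PCK1, the 2 genes farthest from the median, r was 0.209 (permutation p = 0.43), so the relation rested on these genes. Given a block for the filter set, r was 0.595 (permutation p = 0.011). Of the 18 genes, 10 changed in the same direction in AGS and in the mouse and 8 in opposite directions.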

Eighteen genes were both significant in calorie restriction and hibernation signatures (Additional file 3). The over-expression of genes involved in gluconeogenesis (*PCK1*) and the under-expression of genes in triglyceride biosynthesis (*ELOVL6*, *LPIN2*) were observed during both hibernation and calorie restriction. In particular, Lipin 2 (*LPIN2*), a phosphatidate phosphatase involved in triglyceride metabolism and implicated in adipocyte development was under-expressed [33]. In addition to these metabolic genes, we identified that a transmembrane receptor, growth hormone receptor (*GHR*), was under-expressed during both hibernation and calorie restriction. 

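PCK1 (probe gene6624) had a log2 level of 8.32 ± 0.58 (SD, n = 9) in T, 7.28 ± 1.16 (SD, n = 8) in A, and 4.84 ± 1.64 (SD, n = 7) in P. The change was 3.48 (standard error 0.52, adjusted p = 1.44e-04 from limma) in T and 2.44 (standard error 0.54, adjusted p = 0.00607 from limma) in A. With the filter set as a block, the changes were 3.68 (adjusted p = 0.00780) and 2.60 (adjusted p = 0.0327), and with the animal identifier prefix as a block the adjusted p in A was 0.0623. ELOVL6 (probe gene6924) had a level of 2.13 ± 0.65 (SD, n = 9) in T, 2.13 ± 0.92 (SD, n = 8) in A, and 6.31 ± 1.31 (SD, n = 7) in P. It changed by -4.18 (standard error 0.44, adjusted p = 1.75e-06 from limma) in T and by -4.18 (standard error 0.45, adjusted p = 5.26e-06 from limma) in A, and every T and A array lay below every P array. Under the filter set block, the changes were -4.36 (adjusted p = 3.31e-04) and -4.32 (adjusted p = 1.20e-04).

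**Figure D3:**
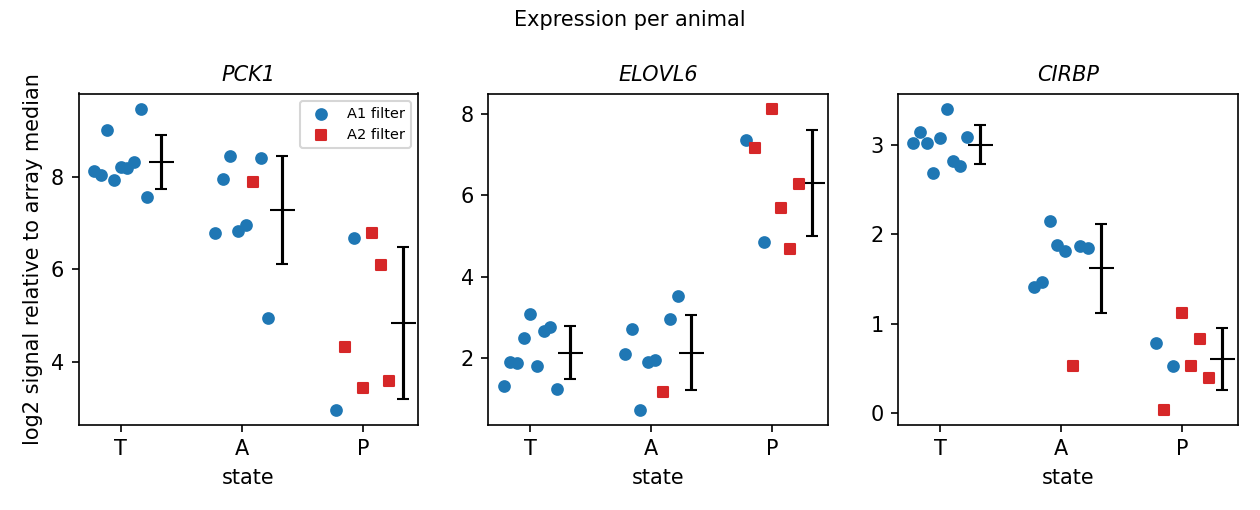
Log2 level of PCK1, ELOVL6, and CIRBP in each animal, relative to the array median, by state, with circles for A1 filters, squares for A2 filters, and bars for the mean ± SD. ELOVL6 averages 6.31 in P and 2.13 in T.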

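LPIN2 (probe gene6898) had a log2 level of 1.79 ± 0.78 (SD, n = 9) in T, 2.33 ± 0.96 (SD, n = 8) in A, and 0.57 ± 0.69 (SD, n = 7) in P. It was higher than in P by 1.22 (standard error 0.38, adjusted p = 0.0378 from limma) in T and by 1.76 (standard error 0.39, adjusted p = 0.00586 from limma) in A. After blocking on filter set, these differences were 0.37 (adjusted p = 0.854) and 1.06 (adjusted p = 0.256). The mouse calorie restriction value of LPIN2 in Additional file 3, a value of the paper, is 0.82.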

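GHR (probe gene7147) had a log2 level of 1.32 ± 0.35 (SD, n = 9) in T, 0.92 ± 0.67 (SD, n = 8) in A, and 2.26 ± 0.74 (SD, n = 7) in P. The change from P was -0.94 (standard error 0.28, adjusted p = 0.0330 from limma) in T and -1.34 (standard error 0.29, adjusted p = 0.00503 from limma) in A. All 9 T arrays and all 8 A arrays lay below the P mean. When the filter set was a block, the changes were -0.44 (adjusted p = 0.756) and -0.93 (adjusted p = 0.181).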

*GHR* expression in the liver decreases after food restriction [34]; its under-expression may play a regulatory role in slowing down cell growth when energy is conserved.

### Comparison of the PPARα knockout and hibernation datasets

PPARα is an important transcription factor regulating fatty acid metabolism [35]. To examine if PPARα is associated with the shift from the metabolism of glucose to fatty acids in hibernation, we analyzed a PPARα knockout microarray dataset [GSE8292] [24], consisting of wild type mice and PPARα gene knockout mice under two feeding conditions (with and without PPARα agonists). Two-way ANOVA was performed with mouse genotype and feeding condition as factors. Of 21,248 genes, expression levels of 1,587 differed significantly in PPARα knockout (q-value < 0.05, log2 fold-change > 0.5).

TP signatures were significantly negatively correlated with PPARα knockout (PCC = -0.19, p = 0.036, Table 3). 

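Additional file 3 gives a PPARα knockout value for 123 genes of the TP signatures. The T to P fold changes of these genes had a Pearson correlation of -0.208 with the knockout values (permutation p = 0.020, 2-sided; 0.027 adjusted over 4 relations) and a Spearman's rho of -0.196 (permutation p = 0.030). Blocked by filter set, r was -0.252 (permutation p = 0.0051). Over the 96 genes that limma called, r was -0.194 (permutation p = 0.058). Genes are not independent replicates, and these were selected on the same arrays. Without CIRBP and PCK1, the genes farthest from the median, r was -0.263 (permutation p = 0.0038).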

One hundred and twenty-three genes were both differentially expressed in PPARα knockout and torpor (Additional file 3). Of these genes, 33 were over-expressed in PPARα knockout and torpor, and were enriched in mitochondrial fatty acid β oxidation (*HADHB*, *ACADL*, and *ACADVL*) and PPAR signaling (*EHHADH*, *ACADL*, *ACOX1*, *HMGCS2*, and *SLC27A2*). 

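Among the 123 genes, 26 were higher in T and over-expressed in the knockout, and 33 were higher in T and under-expressed in the knockout. HADHB, ACADL, and ACADVL were higher in T than in P by 0.82, 1.10, and 0.99 on the log2 scale (adjusted p = 0.0116, 0.0126, and 0.0126 from limma). EHHADH was higher by 0.97 (standard error 0.30, adjusted p = 0.0380 from limma) and SLC27A2 by 1.04 (standard error 0.23, adjusted p = 0.00638 from limma). Without post-reproduction 04-78, the adjusted p of EHHADH was 0.109. In the fit with the filter set block, the adjusted p of these genes lay between 0.0510 for SLC27A2 and 0.827 for ACADVL. The knockout values of Additional file 3, which are the paper's, are -1.13 for HADHB, -1.49 for ACADL, -1.53 for ACADVL, and -2.20 for EHHADH.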

*HMGCS2*, a key gene involved in ketogenesis, is regulated by PPARα. Thirty-eight genes were under-expressed in PPARα knockout and torpor, but were enriched in cholesterol and steroid biosynthesis (*FDFT1*, *FDPS*, *HMGCR*, and *SC4MOL*). Thus, PPARα plays a dual role of up-regulating fatty acid catabolism and ketone body synthesis while down-regulating cholesterol and steroid biosynthesis, which are energetically costly. 

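In these arrays 28 of the 123 genes were lower in T and under-expressed in the knockout, and 36 were lower in T and over-expressed in the knockout. SC4MOL changed by -1.44 (standard error 0.29, adjusted p = 0.00276 from limma) in T relative to P and FDPS by -0.95 (standard error 0.22, adjusted p = 0.00884 from limma). FDFT1 changed by -0.52 with an adjusted p of 0.0947, above the threshold. Given a block for the filter set, the adjusted p was 0.0953 for SC4MOL and 0.225 for FDPS. The paper's knockout values in Additional file 3 are 2.22 for SC4MOL, 1.21 for FDPS, and 0.53 for FDFT1. From the directions in the knockout and in torpor, the paper concludes that PPARα up-regulates fatty acid catabolism and ketone body synthesis and down-regulates cholesterol and steroid biosynthesis.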

Comparison of the PPARα knockout and torpor datasets indicates that the genes regulated by PPARα are involved in metabolic shifts during torpor.

**Table 3:** Hibernation signatures, TP signatures, and AP signatures compared with calorie restriction and PPARα knockout

		**TP signatures (916 genes)**	**AP signatures (823 genes)**	**Hibernation signatures (508 genes)**
Calorie restriction (253 genes)	Overlap #	24	29	18
	PCC	0.41	0.23	0.58
	p-value	0.04	0.23	0.01
PPARα knockout (1587 genes)	Overlap #	123	103	73
	PCC	−0.19	−0.14	−0.15
	p-value	0.04	0.17	0.19

Overlap # is the number of overlapping genes. PCC is Pearson’s correlation coefficient of log2 fold-changes of overlapping genes. P-value is calculated based on Pearson's product moment correlation coefficient to test the null hypothesis (PCC = 0). TP: torpor vs. post-reproduction; AP: arousal episodes vs. post-reproduction.

To further study the regulatory function of PPARα during hibernation, we collected 614 PPARα target genes by combining ChIP-Seq [27] and differentially expressed genes in PPARα knockout. 

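Of the genes marked as PPARα targets in Additional file 3, 65 carried a probe that could be tested here between T and P. The mark covers only targets within the paper's TP signatures, which were selected on these same arrays. The number called therefore does not show what share of all PPARα targets changed in torpor. In limma's fit 30 of them were higher in T and 35 were lower, and 55 had an adjusted p under 0.05, 27 higher and 28 lower. With the filter set as a block, 11 were called, 5 higher and 6 lower.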

Out of 916 genes in the TP signatures, 65 were PPARα target genes (Fisher’s exact test p = 0.002, odds ratio = 1.6, Additional file 3).

### Comparison of the sleep deprivation and hibernation datasets

We collected a sleep deprivation dataset [GSE9441] [36] consisting of three strains of mice in two sleep states (sleeping control and sleep deprived for 6 h). Two-way ANOVA was performed with mouse strain and sleep state as factors. Out of 21,248 genes, we identified 1,156 that consistently showed significantly different expression levels during sleep deprivation among the mouse strains (q-value < 0.05).

To determine how sleep deprivation is related to torpor or arousal, we compared gene expression changes in sleep deprivation with TA signatures. Thirty-seven out of 383 genes in the TA signatures exhibited similar differential expression patterns during sleep deprivation (Additional file 3). PCC of log2 fold-changes of 37 genes was ˗0.66 (p = 10^-6^, Table 4), which indicates that, in terms of global gene expression in the liver, the effect of sleep is more similar to torpor, whereas sleep deprivation is similar to arousal. In contrast, sleep deprivation and TP signatures were not significantly correlated. 

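Over the 37 genes with a sleep deprivation value in Additional file 3, the T to A fold changes had a Pearson correlation of -0.663 with the mouse values (permutation p = 2e-05, 2-sided; 8e-05 adjusted over 4 relations). Spearman's rho was -0.545 (permutation p = 6e-04), and without HSPA8 and TARDBP, the genes farthest from the median, r was -0.644 (permutation p = 2e-05). CIRBP (1.38 in AGS, -1.56 in the mouse) and HSPH1 (-0.79 and 2.14) stayed in, so dependence on these genes was not tested. Under the filter set block, r was -0.659 (permutation p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates, and the paper selected them on these arrays. Of the 37 genes, 28 changed in opposite directions in torpor and in sleep deprivation and 9 in the same direction. In all, limma called 7 of the 37 between T and A. The paper takes the negative correlation as an indication that, for gene expression in the liver, the effect of sleep is more similar to torpor, while sleep deprivation is similar to arousal.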

Next, we focused on the genes with the opposite changes between sleep deprivation and TA signatures. 

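Of the 37 genes with a sleep deprivation value, 12 were lower in T than in A and higher in sleep-deprived mice, and 16 were higher in T and lower in sleep-deprived mice. HSPA8 (probe gene0918) had a log2 level of 3.35 ± 0.45 (SD, n = 9) in T and 4.36 ± 0.54 (SD, n = 8) in A, a change of -1.02 (standard error 0.23, adjusted p = 0.0391 from limma). HSPH1, HSP90AA1, and HSP90AB1 changed in T by -0.79, -0.69, and -0.73, with adjusted p-values of 0.0862, 0.156, and 0.0906 from limma, above the threshold. For each of the 4 genes all 9 T arrays lay below the A mean. That mean is raised by late arousal 04-30, on an A2 filter, which was highest or next to highest among the A arrays for each gene. On A1 filters alone the changes were -0.91 for HSPA8 (adjusted p = 0.0361 from limma) and -0.63 for HSPH1 (adjusted p = 0.0545). They were -0.53 for HSP90AA1 (adjusted p = 0.230) and -0.54 for HSP90AB1 (adjusted p = 0.101). The methods' test called all 4.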

Twelve genes were over-expressed during sleep deprivation and arousal episodes; these included four heat shock protein genes (*HSPH1*, *HSP90AA1*, *HSPA8*, and *HSP90AB1*). 

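CIRBP (probe gene4088) had a log2 level of 3.00 ± 0.22 (SD, n = 9) in T, 1.62 ± 0.50 (SD, n = 8) in A, and 0.60 ± 0.35 (SD, n = 7) in P. Its change of 1.38 (standard error 0.18, adjusted p = 3.35e-04 from limma) between T and A had the lowest p of all probes in that comparison, and no T array overlapped an A array. After blocking on filter set, the change was 1.32 (adjusted p = 2.39e-04). Late arousal 04-30, on an A2 filter, had the lowest level among the A arrays, 0.53, and without it the change was 1.23 (adjusted p = 0.000146 from limma).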

*CIRBP*, in response to low temperature stimulus, was the most significantly under-expressed gene out of 16 during sleep deprivation and arousal episodes. Temperature-responsive genes were noticeably similar in expression changes during both mouse sleep and AGS torpor.

**Table 4:** TP signatures and TA signatures compared with sleep deprivation and cold exposure

		**TP signatures (916 genes)**	**TA signatures (383 genes)**	**Consistent TP-TA (144 genes)**
Sleep deprivation (1156 genes)	Overlap #	82	37	/
	PCC	0.19	−0.66	/
	p-value	0.08	7.6×10^-6^	/
Cold exposure (1675 genes)	Overlap #	106	41	19
	PCC	−0.002	0.02	0.49
	p-value	0.98	0.9	0.03

Overlap # is the number of overlapping genes. PCC is Pearson’s correlation coefficient of log2 fold-changes of overlapping genes. P-value is calculated based on Pearson's product moment correlation coefficient to test the null hypothesis (PCC = 0). Consistent TP-TA is the consistent part of TP and TA signatures (hypothermia signatures). TP: torpor vs. post-reproduction; TA: torpor vs. arousal episodes.

### Comparison of the cold exposure and hibernation datasets

To further examine the relationship between temperature response and hibernation, we obtained a mouse cold exposure dataset [GSE20645] [37], consisting of two groups (n = 4) of mouse oligodendrocyte precursor cells cultured at 31.5°C and 37°C, for 48 h. Although this system is quite different from the AGS liver, the influence of a temperature decrease is the most common feature of the two datasets. We considered 31.5°C cold exposure and 37°C the control. Of 21,248 genes, 1,675 were differentially expressed during cold exposure (q-value < 0.05).

AGS body temperature is much lower during torpor than arousal or post-reproduction. Thus, we compared differentially expressed genes during cold exposure with TP and TA signatures (Table 4). The PCC of log2 fold-changes of overlapping genes in cold exposure was not significant for either TP or TA signatures. However, genes with a consistent change in direction common to both TP and TA signatures were significantly positively correlated with cold exposure (PCC = 0.49, p = 0.03, Table 4). 

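Additional file 3 gives a cold exposure value for 19 genes of the consistent TP and TA signatures. The mean of their T to P and T to A fold changes had a Pearson correlation of 0.489 with the mouse values (permutation p = 0.032, 2-sided; 0.032 adjusted over 4 relations). Spearman's rho was 0.272 (permutation p = 0.26), and with the filter set as a block r was 0.450 (permutation p = 0.051). Without DNAJB4 and HSPH1, the genes farthest from the median, r was 0.552 (permutation p = 0.019). CIRBP stayed in, with AGS changes of 2.40 and 1.38 and a mouse value of 2.04, so dependence on that gene was not tested. DNAJB4, which was left out, changed in opposite directions in AGS (-0.98 and -1.07) and in the mouse (0.93). The 19 genes are not independent replicates and were selected on these arrays. Of them, 12 changed in the same direction in AGS and in the mouse and 7 in opposite directions. In limma's fit 18 probes were called both between T and P and between T and A, all in the same direction, and with the filter set as a block there were 12.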

Nineteen genes were significant both in cold exposure and the consistent signatures of TP and TA (Additional file 3). Of them, *CIRBP* displayed the most significant change. 

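CIRBP was higher in T than in P by 2.40 (standard error 0.19, adjusted p = 5.64e-09 from limma), the lowest p of all probes in that comparison, and it also had the lowest p of limma's F-test over the 3 states (adjusted p = 2.57e-08). When the filter set was a block, the difference between T and P was 2.03 (adjusted p = 3.71e-05). All 9 T arrays lay above every P array.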

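HSPH1 (probe gene3174) changed by -1.35 (standard error 0.23, adjusted p = 7.55e-04 from limma) in T relative to P, from a level of 2.48 ± 0.55 (SD, n = 7) to 1.12 ± 0.27 (SD, n = 9). CHORDC1 (probe gene0647) changed by -0.89 (standard error 0.27, adjusted p = 0.0353 from limma) relative to P and by -0.82 (standard error 0.26, adjusted p = 0.121 from limma) relative to A. Blocked by filter set, the change from P was -1.08 (adjusted p = 0.0889) for HSPH1 and -0.63 (adjusted p = 0.598) for CHORDC1. On A1 filters alone it was -1.50 (adjusted p = 0.00430) for HSPH1 and -0.98 (adjusted p = 0.309) for CHORDC1.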

The heat shock protein *HSPH1* and the *HSPH90* co-chaperone, *CHORDC1*[38], both decreased during cold exposure and torpor. Therefore, gene expression changes common to TP and TA signatures are also common to cold-induced gene expression changes and are defined as hypothermia signatures.

### Comparison of the circadian and hibernation datasets

We collected 2,276 circadian oscillating genes from multiple microarray studies in mouse livers, and integrated their circadian peak and trough information [39]. Eighty-three circadian genes were differentially expressed in TA signatures (Additional file 3). Interestingly, the circadian peaks of 65 genes over-expressed during torpor appeared mostly during the light phase (Zeitgeber Time, ZT0-ZT12), when the mice were asleep. The circadian peaks of 18 genes under-expressed during torpor appeared mostly during the dark phase (ZT12-ZT24) when the mice were awake (Figure 2). 

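Of the 83 genes with a circadian phase in Additional file 3, 65 were higher in T than in A and 18 were lower. The phase of 49 of the 65 (75.4%) lay in the light, from ZT 0 to ZT 12, against 4 of the 18 (22.2%). Fisher's exact test gave an odds ratio of 10.4 (conditional estimate) and p = 6.2e-05, 2-sided. The table of counts was the same with the filter set as a block and under each other processing alternative. Genes in the same pathway are not independent of each other, and these were selected on the same arrays. In all, limma called 10 of the 83 genes between T and A. Of those, 5 of the 7 higher in T and 0 of the 3 lower in T had a phase in the light (Fisher's exact test, p = 0.17).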

Fisher’s exact test (p = 10^-5^, odds ratio = 10.4) shows a strong association between genes over-expressed during torpor and those over-expressed during sleep. This is consistent with the results of our comparison between sleep deprivation and hibernation. The daily sleep-wake cycle in mice shares significant molecular signatures with the AGS torpor-arousal cycle during hibernation, with torpor being similar to sleep.

**Figure 2:**
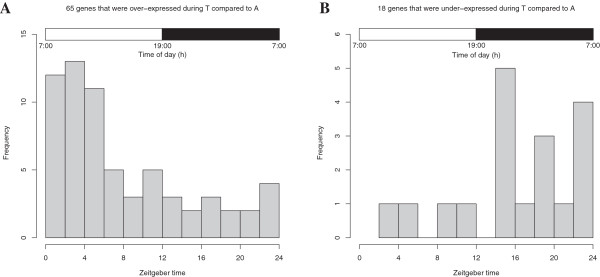
**Distribution of circadian phases of differentially expressed genes in torpor vs. arousal episodes.** Open and filled bars symbolize light (mice are asleep) and dark (mice are active) phases. Circadian peaks of genes that were over-expressed in torpor appeared mostly in the light phase **(A)** and circadian peaks of genes that were under-expressed in torpor appeared mostly in the dark phase **(B)**. T: torpor; A: arousal episodes.

*CIRBP* emerges as one of the most significant genes common to TA signatures and circadian genes that peak during the light phase. 

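The circadian phase of CIRBP in Additional file 3, a value of the paper, is ZT 4.13. In limma's fit CIRBP ranked 1 of 9599 probes by p between T and A. The cold exposure and sleep deprivation values that the paper lists for it are 2.04 and -1.56.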

*CIRBP*, also over-expressed during cold exposure and under-expressed during sleep deprivation, is a major cold shock protein in mammals involved in the modulation of transcription and translation [40]. A recent study reported that *CIRBP* plays an important role in post-transcriptional regulation of the circadian clock [28]. To examine its role in torpor, we collected 201 *CIRBP* target genes determined by CLIP-Seq and their differential expression upon *CIRBP* knockdown (q < 0.05) [28]. Hypothermia signatures were enriched within the *CIRBP* target genes (Fisher’s exact test p = 0.01, odds ratio = 3.5). These target genes include *DERL2*, *FUBP1*, *NNT*, *SMAD5*, *TARDBP*, and *THRA*, consisting mainly of transcription factors and RNA-binding proteins. 

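NNT (probe gene8187) was higher in T than in P by 0.95 (standard error 0.22, adjusted p = 0.00669 from limma), and by 1.18 (adjusted p = 0.0428) with the filter set as a block. THRA was higher in T by 0.58 (standard error 0.15, adjusted p = 0.0130 from limma) and DERL2 changed by -1.21 (standard error 0.25, adjusted p = 0.00368 from limma), and neither was called with the block (adjusted p = 0.0744 and 0.653). SMAD5 changed by -0.67 (adjusted p = 0.0448) and FUBP1 by -0.41 (adjusted p = 0.0795), while with the block SMAD5 was no longer called, at -0.11 (adjusted p = 0.932), and FUBP1 was -0.38 (adjusted p = 0.533). Relative to A, the changes of NNT, THRA, DERL2, SMAD5, and FUBP1 in T were 0.63, 0.34, -0.75, -0.80, and -0.34, each in the same direction as relative to P. Their adjusted p-values from limma, from 0.0623 for SMAD5 to 0.273 for FUBP1, were all above the threshold. The paper took these genes from its hypothermia signatures, which require the same direction in both comparisons on these arrays. The shared direction was therefore given in advance. SMAD5 was called between T and A with the block (adjusted p = 0.0442). Without late torpor 04-49 the adjusted p of SMAD5 relative to A was 0.0224.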

Notably, *TARDBP*[41], under-expressed in both TP and TA signatures, was over-expressed during sleep deprivation and showed a circadian oscillation peak in the dark phase (ZT17).

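TARDBP (probe gene4582) had a log2 level of -1.99 ± 0.33 (SD, n = 9) in T, -1.12 ± 0.59 (SD, n = 8) in A, and -1.05 ± 0.45 (SD, n = 7) in P. It changed by -0.93 (standard error 0.23, adjusted p = 0.0106 from limma) in T relative to P and by -0.87 (standard error 0.22, adjusted p = 0.0600 from limma) relative to A. All 9 T arrays lay below the mean of A and below the mean of P. In the fit with the filter set block, the changes were -0.68 (adjusted p = 0.414) and -0.83 (adjusted p = 0.0545). The phase that Additional file 3 lists for TARDBP, a value of the paper, is ZT 23.3.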

### Comparison of the ischemia-reperfusion and hibernation datasets

We obtained a mouse liver ischemia-reperfusion dataset [GSE10657] [42] including five states (control, ischemia 30 min, ischemia 60 min, ischemia 90 min, and reperfusion 1 h) in young and old mice. Old mice experienced more severe injuries than young mice. Ischemia 60 min showed the smallest correlation with the control in gene expression. Thus, we chose ischemia 60 min in old mice to represent ischemia (IS), combined with the control (CN) and reperfusion (RP). For comparisons, we considered T, with its conditions of low blood pressure and hypoperfusion, as the counterpart of ischemia, A as the counterpart of reperfusion, and P as the counterpart of the control during hibernation.

To compare the overall trend of gene expression in ischemia-reperfusion and hibernation, self-organizing mapping was performed for 4,408 overlapping genes (Figure 3). One of the major patterns shared between ischemia-reperfusion and hibernation is the high-low-low pattern in CN-IS-RP (Figure 3A, top left) and P-T-A (Figure 3B, top left) comparisons. 

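The self-organizing map was not rebuilt, and each of 9599 probes was instead assigned to the state whose mean lay farthest from the middle mean. P stood apart as the highest state for 2372 probes (24.7%), the counterpart of a high-low-low pattern in P-T-A. In 100 simulated sets of unchanged states this share was 17.6% on average. Given a block for the filter set, it was 20.9%, below the 22.3% that simulated sets of unchanged states gave on average in that fit (21.2% to 23.3%). On A1 filters alone it was 22.4%, below the 24.9% of simulated sets on these arrays (23.8% to 25.8%). Each simulated probe was drawn independently, so these ranges leave out variation that probes share. With the block, P stood apart as highest or lowest for 43.1% to 45.9% of simulated probes. Arrays regrouped within filter sets gave a median of 44.7% and up to 54.0%, against 38.8% in the data. Over all arrays without the block, T stood apart for 26.2% of probes and A for 27.7%.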

For the > 70% of genes exhibiting these patterns, the expression trends were very similar between ischemia-reperfusion and hibernation, as indicated by the positive correlation (PCC > 0.9) of log2 fold-changes between pair-wise comparisons in CN-IS-RP and P-T-A.

**Figure 3:**
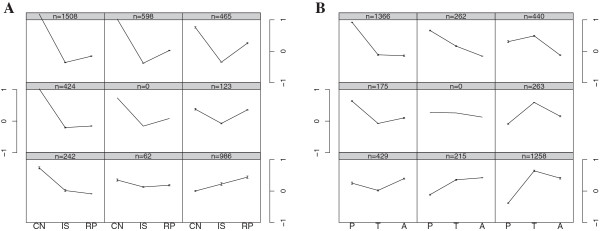
**Patterns of gene expression in ischemia-reperfusion (CN-IS-RP) and hibernation (P-T-A).** The expression values were normalized to (-1,1) in the ischemia-reperfusion **(A)** and hibernation datasets **(B)**. Gene expression trends were clustered into nine patterns by self-organizing mapping. The numbers of genes in each pattern are shown on the top of the grids. The patterns that contain the most genes are in the top left and bottom right of each map. One of the major patterns shared between ischemia-reperfusion and hibernation is the high-low-low pattern **(A** and **B**, top left**)**. One major difference between ischemia-reperfusion and hibernation is that hibernation exhibits a low-high-high pattern **(B**, right bottom**)**. CN: control; IS: ischemia; RP: reperfusion; T: torpor; A: arousal episodes; P: post-reproduction.

The under-expression of genes in the protein-ubiquitination pathway leads to severe ischemia-reperfusion injury [42]. These genes decreased in expression during ischemia-reperfusion in old mice (Figure 4A). However, they were not affected during hibernation (Figure 4B), indicating protective functions against ischemia-reperfusion during hibernation. 

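P stood apart as the lowest of the states, the counterpart of a low-high-high pattern in P-T-A, for 2060 of 9599 probes (21.5%). The share in simulated sets of unchanged states was 17.6% on average. With the filter set as a block, the observed share was 17.9%, below the 22.3% that simulated sets gave on average in that fit (21.3% to 23.3%). This range again leaves out variation that probes share. Among the 1102 probes that differed among the states in limma's F-test, 28.8% had this pattern, and among the 382 that did so with the block, 6.81% had it.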

One major difference between ischemia-reperfusion and hibernation in the self-organizing map is that hibernation displays a pattern of low-high-high in P-T-A of hibernation (Figure 3B, bottom right). In this pattern unique to hibernation, expression levels of these genes are elevated during the hibernation season in both T and A when compared with P. They are enriched in fatty acid β-oxidation and PPAR signaling pathways. 

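The list of genes involved in fatty acid metabolism names 12 genes, 11 of which have a probe in Additional file 1. ALDH2 (probe gene3828) had a log2 level of 4.02 ± 0.41 (SD, n = 9) in T, 2.85 ± 0.48 (SD, n = 8) in A, and 4.64 ± 0.36 (SD, n = 7) in P. It was higher in T than in A by 1.17 (standard error 0.20, adjusted p = 0.00687 from limma), and it changed by -0.62 (standard error 0.21, adjusted p = 0.0590 from limma) relative to P. ACAA2 was higher in T than in P by 1.45 (standard error 0.25, adjusted p = 9.78e-04 from limma) and HADH by 0.84 (standard error 0.18, adjusted p = 0.00551 from limma). Under the filter set block, the differences were 0.84 (adjusted p = 0.254) for ACAA2 and 0.39 (adjusted p = 0.567) for HADH.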

We further examined the expression of the 13 genes (*EHHADH*, *ACADS*, *HADH*, *HADHB*, *ACAT1*, *ALDH9A1*, *ALDH2*, *ACAA2*, *ACOX1*, *ACSL3*, *ACADL*, and *ADH4*) involved in fatty acid metabolism. They had lower expression in IS and RP compared with CN in the ischemia-reperfusion dataset but greater expression in T compared with A and P in the hibernation dataset (Figure 4C, 4D). Therefore, the protective functions of hibernation against ischemia-reperfusion might be derived from the increase in fatty acid metabolism.

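All 11 genes were higher in T than in A, by a median of 0.63 on the log2 scale. The mean of the 11 genes per array was higher in T than in A by 0.65 (exact permutation test, p = 8.2e-05, the smallest that a 2-sided test of 9 arrays against 8 can give), a test chosen after the data were seen, and limma's fry gave p = 3.5e-07 for the list. Between T and A, 1 gene was called over all probes and 8 adjusted over the list alone. The count over the list alone was 5 under normexp background correction and 2 under quantile normalization, each with 10 of 11 genes higher in T and with medians of 0.38 and 0.41. Relative to P, 8 of the 11 genes were higher in T and 3 were lower (ACADS, ALDH2, and ADH4), with a median of 0.84 and a fry p of 1e-05, and their mean was higher by 0.54 (exact permutation test, p = 3.5e-04, 2-sided). Between T and P, 8 genes were called over all probes and 10 adjusted over the list alone, 8 of them higher in T. ACADS changed by -0.72 (adjusted p = 0.0415) and ADH4 by -0.13 (adjusted p = 0.657). The paper chose the list on these arrays, so the tests of the list are not independent evidence. After blocking on filter set, the median was 0.64 relative to A (fry p = 8.4e-07) and 0.64 relative to P (fry p = 0.0027), and on A1 filters the mean of the list was higher in T than in A by 0.69 (exact permutation test, p = 1.7e-04, 2-sided). When the filter set was a block, limma called 0 of the genes over all probes between T and P, with 6 at an unadjusted p under 0.05, and on A1 filters 0, with 1 at an unadjusted p under 0.05. The block left 4 genes with an adjusted p under 0.05 over the list alone between T and P. On A1 filters alone the fry p relative to P was 0.031, and the mean of the 11 genes was higher by 0.28 (exact permutation test, p = 0.073, where a 2-sided test of 9 arrays against 2 can give 0.036 at the smallest). HADHB differed least between T and A, by 0.03, and it was the 1 gene of 11 that was not higher in T with the block.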

**Figure 4:**
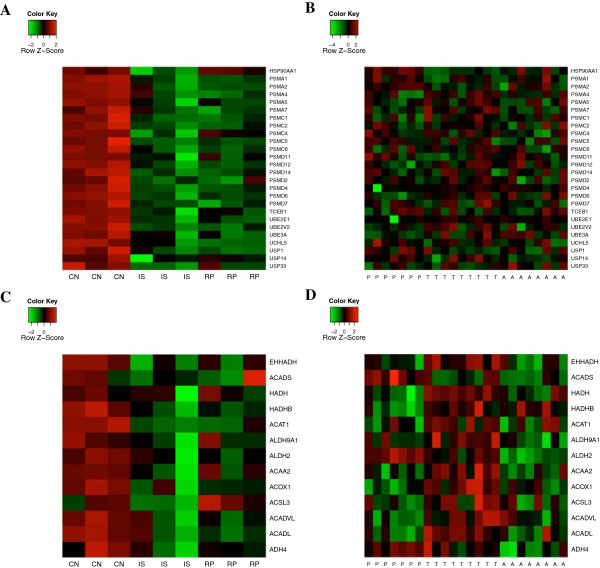
**Heat maps of genes in the protein-ubiquitination pathway and fatty acid metabolism during ischemia-reperfusion and hibernation.** Genes involved in the protein-ubiquitination pathway decrease in expression during ischemia-reperfusion **(A)** but not during hibernation **(B)**. Genes involved in fatty acid metabolism displayed lower expressions in ischemia-reperfusion **(C)** but greater expressions in torpor than in either arousal episodes or post-reproduction **(D)**. CN: control; IS: ischemia; RP: reperfusion; T: torpor; A: arousal episodes; P: post-reproduction.

### Summary

The most significant molecular signatures of hibernation when compared with non-hibernating physiological phenotypes are shown in Figure 5A. These include comparisons of PPARα knockout to TP signatures, sleep deprivation to TA signatures, calorie restriction to hibernation signatures, and cold exposure to hypothermia signatures. The genes involved in these comparisons are shown in Figure 5B.

**Figure 5:**
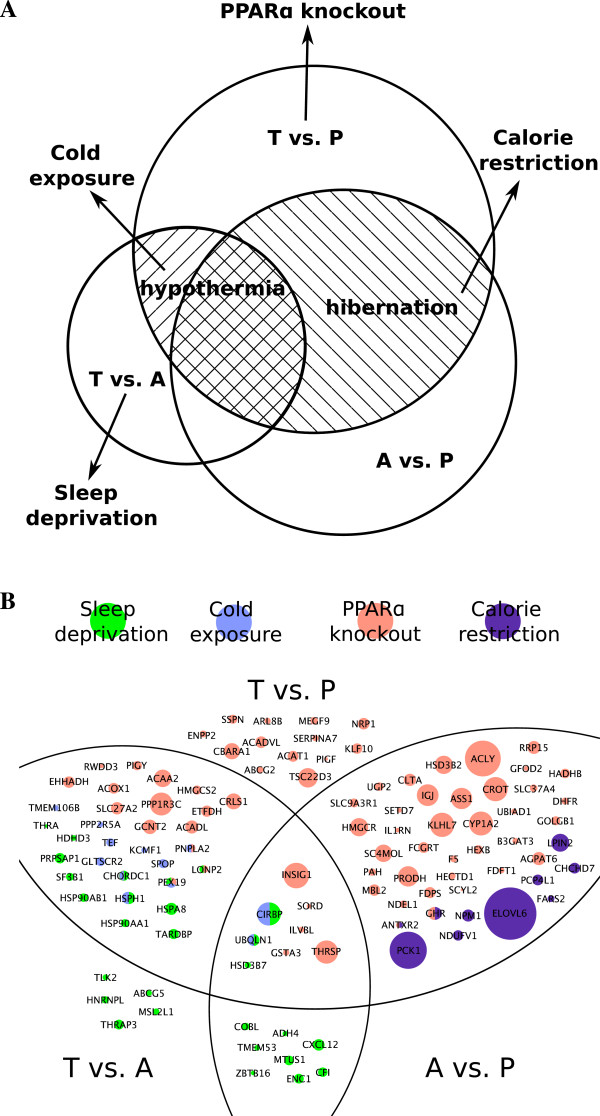
**Comparison of molecular signatures during hibernation to non-hibernation physiological conditions. (A)** The most significant molecular signatures during hibernation in comparison with calorie restriction, PPARα knockout, sleep deprivation, and cold exposure. **(B)** Highlighted genes exhibited reasonable changes in direction in physiological conditions and hibernation (opposite in PPARα knockout and T vs. P, opposite in sleep deprivation and T vs. A, consistent in calorie restriction and hibernation signatures, consistent in cold exposure and hypothermia signatures). The arc lines divide the different hibernation signatures (T vs. P, T vs. A, and A vs. P). The color of the gene indicates the condition it belongs to. Genes with multiple colors are differentially expressed in more than one physiological condition. The gene sizes were scaled to log2 fold-changes of genes in hibernation. T: torpor; A: arousal episodes; P: post-reproduction.

## Discussion

### Metabolic shifts during hibernation

On the physiological level, similarities between fasting during hibernation and calorie restriction are manifested in several ways, for instance, blood glucose and blood insulin [43]. Fasting mice are prone to lower body temperatures and enter a torpor-like state. Calorie restriction in mice and hibernation in the AGS shared many molecular signatures involved in shifts in metabolic fuel use, e.g. high expression of gluconeogenesis and low expression of fatty acid biosynthesis, together with regulatory changes to suppress cell growth. The results from the PPARα knockout and ChIP-Seq experiments in combination provide further support that PPARα is a key regulator that mediates the switch in metabolism from carbohydrates to fatty acids during torpor.

### Sleep-wake and torpor-arousal cycles

In the circadian cycle the Tb of most animals, including mice, oscillates. Tb is high when mice are awake and lower when they are sleeping. During hibernation, core AGS Tb remains close to 0°C for over 3 weeks during torpor and returns to euthermic levels for less than 16 h during arousal episodes. Such similarities have led to the hypothesis that the torpor-arousal cycle is the result of the expression of peripheral clocks, but not the central circadian clock, that persists in a non-temperature compensated manner during hibernation [44]. Our results support this hypothesis based on the expression changes of temperature-responsive genes, e.g. heat shock protein genes and *CIRBP*. Therefore, these temperature-responsive genes may be components of a non-temperature compensated peripheral clock. Recently, the circadian oscillation of Tb controlled by the SCN was proposed to serve as a global entrainment cue to synchronize peripheral clocks, in which the heat shock pathway was shown to play a critical role [45,46]. *CIRBP* modulates circadian gene expression post-transcriptionally [28]. Our analysis suggests that *CIRBP* directly regulates several other transcription factors and RNA-binding proteins that are potentially important during hibernation. In combination, heat shock proteins and *CIRBP* may be important links between the torpor-arousal cycle during hibernation and sleep-wake and activity cycles in circadian rhythms.

### Ischemia-reperfusion and hibernation

Whether cycles of torpor and arousal and ischemia-reperfusion represent similar physiological conditions is controversial. Blood flow, though vastly reduced, continues during steady-state torpor and meets a reduced metabolic demand. During arousal, however, blood pressure and flow quickly rise with evidence of oxidative stress [47]. We identified a large set of genes with strong low-high-high patterns comparing torpor, arousal, and post-hibernation that occurred during hibernation but was absent in mouse ischemia-reperfusion, in which fatty acid β-oxidation and PPAR signaling associated genes are over-represented. The protective effects of long-chain polyunsaturated fatty acids on ischemia-reperfusion injury have been shown in the rat heart [48] and liver [49]. Our study implies that the increase in fatty acid metabolism might protect against ischemia-reperfusion injury.

## Conclusions

This is the first genome-wide gene expression study to systematically compare stages in the hibernation phenotype with gene expression patterns in calorie restriction, sleep deprivation, cold exposure, circadian cycles, and ischemia-reperfusion in mice. Two important regulators, PPARα and *CIRBP*, have been examined for their roles in metabolic shift and hypothermia during hibernation. Undoubtedly, hibernation as an integrated and complex phenotype differs from each of the physiological conditions that we compared. There is only limited overlap of molecular signatures between hibernation and the physiological conditions that we examined in mice. Some of the differences we observed may be due to species differences between the AGS and mice. Another major difference between hibernation in the AGS and the conditions in mice is Tb. Transcription and translation are greatly decreased in the near zero AGS Tb during hibernation but not in any of the physiological conditions we examined in mice. The over-expressed mRNA transcripts in torpor may have been elevated prior to entry or re-entry into torpor. These transcripts may be translated into proteins during arousal episodes to fulfill their functions during torpor. Nevertheless, the shared molecular signatures identified in our study will further our understanding of the relationship between hibernation and alternative phenomena in non-hibernating animals and promote its application in human medicine.

## Abbreviations

AGS: Arctic ground squirrel; Tb: Body temperature; EEG: Electroencephalogram; A: Arousal episodes; T: Torpor; P: Post-reproduction; IS: Ischemia; RP: Reperfusion; CN: Control; EST: Expressed sequence tag; HSD: Honestly significant difference; FDR: False discovery rate; PCC: Pearson’s correlation coefficient; ZT: Zeitgeber time; ChIP-Seq: Chromatin immunoprecipitation with massively parallel DNA sequencing; CLIP-Seq: Cross-linking and immunoprecipitation-high-throughput sequencing.

## Competing interests

The authors declare that they have no conflicts of interest.

## Authors’ contributions

JY conceived the study. AVG and VBF collected the samples and conducted the expression experiments. CS designed and annotated microarray probes. YX and JY analyzed the data. YX, JY, BMB, and VBF wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 ANOVA results of differentially expressed genes during hibernation. Probe ID indicates the probe ID on the microarray. Gene indicates the annotation of probes in the human gene symbol. ANOVA p indicates p-values of ANOVA between post-reproduction (P), torpor (T), and arousal episodes (A). The 4th column showes q-values of ANOVA p-values after multiple test correction. The 5th-7th columns show log2 transformed signals in A, P, and T states, respectively. The 8-10th columns show log2 fold-changes (LFC) between each pair of states. The 11-13th columns show Tukey’s honestly significant difference test p-value between each pair of states. The rows were ranked in the order of the q-value. Click here for file

Additional file 2: Table S2 Meta-analysis results of differentially expressed genes during calorie restriction. The calorie restriction column is the mean of log2 fold-changes between calorie restriction and control in the meta-analysis. Click here for file

Additional file 3: Table S3 Genes overlapping between certain parts of the hibernation signatures and corresponding physiological conditions. The 2-4th columns show the log2 fold-changes of gene expression in TP, AP, and TA signatures. The 5-8th columns show the log2 fold-changes of gene expression during calorie restriction, PPARα knockout, sleep deprivation, and cold exposure, when compared with hibernation, TP, TA, and hypothermia signatures, respectively. The 9th column shows the phases of circadian genes in TA signatures. The T in the 10th column indicates the PPARα target gene in TP signatures. The symbol - indicates the gene is not available or significant to the corresponding condition. TP: torpor vs. post-reproduction; AP: arousal episodes vs. post-reproduction; TA: torpor vs. arousal episodes. Click here for file

## References

[B1] BarnesBFreeze avoidance in a mammal: body temperatures below 0 degree C in an Arctic hibernatorScience19892441593159510.1126/science.27409052740905

[B2] van BreukelenFMartinSLReversible depression of transcription during hibernationJournal of comparative physiology. B, Biochemical, systemic, and environmental physiology20021723556110.1007/s00360-002-0256-112122451

[B3] FrerichsKSmithCBrennerMDegraciaDKrauseGMarroneLDeverTHallenbeckJSuppression of protein synthesis in brain during hibernation involves inhibition of protein initiation and elongationProc Natl Acad Sci U S A199895145111451610.1073/pnas.95.24.145119826731PMC24404

[B4] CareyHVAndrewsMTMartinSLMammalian hibernation: cellular and molecular responses to depressed metabolism and low temperaturePhysiological reviews2003831153811450630310.1152/physrev.00008.2003

[B5] HellerHCRubyNFSleep and circadian rhythms in mammalian torporAnnual review of physiology2004662758910.1146/annurev.physiol.66.032102.11531314977404

[B6] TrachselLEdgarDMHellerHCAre ground-squirrels sleep-deprived during hibernationAm J Physiol1991260R1123R1129205874010.1152/ajpregu.1991.260.6.R1123

[B7] DaanSBarnesBWarming up for sleep?Neurosci Lett199112826526810.1016/0304-3940(91)90276-Y1945046

[B8] EppersonLEKarimpour-FardAHunterLEMartinSLMetabolic cycles in a circannual hibernatorPhysiological genomics20114379980710.1152/physiolgenomics.00028.201121540299PMC3132838

[B9] RevelFGHerwigAGaridouM-LDardenteHMenetJSMasson-PévetMSimonneauxVSaboureauMPévetPThe circadian clock stops ticking during deep hibernation in the European hamsterProc Natl Acad Sci U S A2007104138162010.1073/pnas.070469910417715068PMC1959465

[B10] HutRBarnesBDaanSBody temperature patterns before, during, and after semi-natural hibernation in the European ground squirrelJournal of Comparative Physiology B: Biochemical, Systemic, and Environmental Physiology2002172475810.1007/s00360010022611824403

[B11] WilliamsCTBarnesBMBuckCLDaily body temperature rhythms persist under the midnight sun but are absent during hibernation in free-living arctic ground squirrelsBiology letters2012831410.1098/rsbl.2011.043521752811PMC3259947

[B12] LindellSLKlahnSLPiazzaTMManginoMJTorrealbaJRSouthardJHCareyHVNatural resistance to liver cold ischemia-reperfusion injury associated with the hibernation phenotypeAmerican journal of physiology. Gastrointestinal and liver physiology2005288G473801570162210.1152/ajpgi.00223.2004

[B13] KurtzCCLindellSLManginoMJCareyHVHibernation confers resistance to intestinal ischemia-reperfusion injuryAmerican journal of physiology. Gastrointestinal and liver physiology2006291G89590110.1152/ajpgi.00155.200616751173

[B14] PodgoreanuMVMaQMackensenGBZhangZSmithMPBainJNewgardCBKohlFDrewKLBarnesBMThe hibernator metabolic phenotype is cardioprotective in the setting of deep hypothermic circulatory arrest [abstract] Circulation2011124A17046

[B15] DrewKLBuckCLBarnesBMChristianSLRasleyBTHarrisMBCentral nervous system regulation of mammalian hibernation: implications for metabolic suppression and ischemia toleranceJournal of neurochemistry200710217132610.1111/j.1471-4159.2007.04675.x17555547PMC3600610

[B16] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profilesProc Natl Acad Sci U S A2005102155455010.1073/pnas.050658010216199517PMC1239896

[B17] YanJBarnesBMKohlFMarrTGModulation of gene expression in hibernating arctic ground squirrelsPhysiological genomics200832170811792548410.1152/physiolgenomics.00075.2007

[B18] YanJBurmanANicholsCAlilaLShoweLCShoweMKBoyerBBBarnesBMMarrTGDetection of differential gene expression in brown adipose tissue of hibernating arctic ground squirrels with mouse microarraysPhysiological genomics2006253465310.1152/physiolgenomics.00260.200516464973

[B19] BuckCLBarnesBMEffects of ambient temperature on metabolic rate, respiratory quotient, and torpor in an arctic hibernatorAmerican journal of physiology. Regulatory, integrative and comparative physiology2000279R255621089688910.1152/ajpregu.2000.279.1.R255

[B20] ZhuYYMachlederEMChenchikALiRSiebertPDReverse transcriptase template switching: a SMART approach for full-length cDNA library constructionBiotechniques20013089271131427210.2144/01304pf02

[B21] CarninciPNormalization and subtraction of cap-trapper-selected cDNAs to prepare full-length cDNA libraries for rapid discovery of new genesGenome Res2000101617163010.1101/gr.14510011042159PMC310980

[B22] FedorovVBGoropashnayaAVTøienOStewartNCGraceyAYChangCQinSPerteaGQuackenbushJShoweLCShoweMKBoyerBBBarnesBMElevated expression of protein biosynthesis genes in liver and muscle of hibernating black bears (Ursus americanus)Physiological genomics2009371081810.1152/physiolgenomics.90398.200819240299PMC3774579

[B23] StoreyJDTibshiraniRStatistical significance for genomewide studiesProc Natl Acad Sci U S A20031009440510.1073/pnas.153050910012883005PMC170937

[B24] RakhshandehrooMSandersonLMMatilainenMStienstraRCarlbergCde GrootPJMüllerMKerstenSComprehensive analysis of PPARalpha-dependent regulation of hepatic lipid metabolism by expression profilingPPAR research20072007268391828826510.1155/2007/26839PMC2233741

[B25] de MagalhãesJPCuradoJChurchGMMeta-analysis of age-related gene expression profiles identifies common signatures of agingBioinformatics2009258758110.1093/bioinformatics/btp07319189975PMC2732303

[B26] TamayoPSlonimDMesirovJZhuQKitareewanSDmitrovskyELanderESGolubTRInterpreting patterns of gene expression with self-organizing maps: methods and application to hematopoietic differentiationProc Natl Acad Sci U S A19999629071210.1073/pnas.96.6.290710077610PMC15868

[B27] BoergesenMPedersenTÅGrossBvan HeeringenSJHagenbeekDBindesbøllCCaronSLalloyerFSteffensenKRNebbHIGustafssonJ-ÅStunnenbergHGStaelsBMandrupSGenome-wide profiling of liver X receptor, retinoid X receptor, and peroxisome proliferator-activated receptor α in mouse liver reveals extensive sharing of binding sitesMolecular and cellular biology2012328526710.1128/MCB.06175-1122158963PMC3272984

[B28] MorfJReyGSchneiderKStratmannMFujitaJNaefFSchiblerUCold-inducible RNA-binding protein modulates circadian gene expression posttranscriptionallyScience20123383798310.1126/science.121772622923437

[B29] FlorantGLHealyJEThe regulation of food intake in mammalian hibernators: a reviewJournal of comparative physiology. B, Biochemical, systemic, and environmental physiology201218245146710.1007/s00360-011-0630-y22080368

[B30] TsuchiyaTDhahbiJMCuiXMotePLBartkeASpindlerSRAdditive regulation of hepatic gene expression by dwarfism and caloric restrictionPhysiological genomics2004173071510.1152/physiolgenomics.00039.200415039484

[B31] DhahbiJMMotePLFahyGMSpindlerSRIdentification of potential caloric restriction mimetics by microarray profilingPhysiological genomics2005233435010.1152/physiolgenomics.00069.200516189280

[B32] SelmanCKerrisonNDCoorayAPiperMDWLingardSJBartonRHSchusterEFBlancEGemsDNicholsonJKThorntonJMPartridgeLWithersDJCoordinated multitissue transcriptional and plasma metabonomic profiles following acute caloric restriction in micePhysiological genomics20062718720010.1152/physiolgenomics.00084.200616882887

[B33] GroplerMCHarrisTEHallAMWolinsNEGrossRWHanXChenZFinckBNLipin 2 is a liver-enriched phosphatidate phosphohydrolase enzyme that is dynamically regulated by fasting and obesity in miceThe Journal of biological chemistry20092846763721913671810.1074/jbc.M807882200PMC2652272

[B34] BurtonKAWhitePHarrisonAPGilmourRSDuchampCNutritionalDNutritional expression regulation of growth hormone receptorFASEB J199488188750787110.1096/fasebj.8.1.7507871

[B35] ReddyJKHashimotoTPeroxisomal beta-oxidation and peroxisome proliferator-activated receptor alpha: an adaptive metabolic systemAnnu Rev Nutr20012119323010.1146/annurev.nutr.21.1.19311375435

[B36] MaretSDorsazSGurcelLPradervandSPetitBPfisterCHagenbuchleOO’HaraBFFrankenPTaftiMHomer1a is a core brain molecular correlate of sleep lossProc Natl Acad Sci U S A200710420090510.1073/pnas.071013110418077435PMC2148427

[B37] ImadaSYamamotoMTanakaKSeiwaCWatanabeKKameiYKozumaSTaketaniYHypothermia-induced increase of Oligodendrocyte precursor cells : possible involvement of Plasmalemmal voltage-dependent Anion channel 1J Neurosci Res20103466345734662093670410.1002/jnr.22520

[B38] GanoJJSimonJ aA proteomic investigation of ligand-dependent HSP90 complexes reveals CHORDC1 as a novel ADP-dependent HSP90-interacting proteinMolecular & cellular proteomics : MCP201092557010.1074/mcp.M900261-MCP20019875381PMC2830838

[B39] YanJWangHLiuYShaoCAnalysis of gene regulatory networks in the mammalian circadian rhythmPLoS computational biology20084e100019310.1371/journal.pcbi.100019318846204PMC2543109

[B40] Al-FageehMBSmalesCMControl and regulation of the cellular responses to cold shock: the responses in yeast and mammalian systemsThe Biochemical journal20063972475910.1042/BJ2006016616792527PMC1513281

[B41] WarraichSTYangSNicholsonG aBlairIPTDP-43: a DNA and RNA binding protein with roles in neurodegenerative diseasesThe international journal of biochemistry & cell biology2010421606910.1016/j.biocel.2010.06.01620601083

[B42] HuberNSakaiNEismannTShinTKubokiSBlanchardJSchusterREdwardsMJWongHRLentschABAge-related decrease in proteasome expression contributes to defective nuclear factor-kappaB activation during hepatic ischemia/reperfusionHepatology20094917182810.1002/hep.2284019206148PMC2695826

[B43] WalfordRLSpindlerSRThe response to calorie restriction in mammals shows features also common to hibernation: a cross-adaptation hypothesisThe journals of gerontology. Series A, Biological sciences and medical sciences199752B17983922442110.1093/gerona/52a.4.b179

[B44] MalanAIs the torpor-arousal cycle of Hibernation controlled by a non-temperature-compensated circadian clock?Journal of biological rhythms20102516617510.1177/074873041036862120484688

[B45] AbrahamUGranadaAEWestermarkPOHeineMKramerAHerzelHCoupling governs entrainment range of circadian clocksMolecular systems biology201064382111963210.1038/msb.2010.92PMC3010105

[B46] BuhrEDYooS-HTakahashiJSTemperature as a universal resetting cue for mammalian circadian oscillatorsScience20103303798510.1126/science.119526220947768PMC3625727

[B47] DrewKLRiceMEKuhnTBSmithMANeuroprotective adaptations in hibernation: therapeutic implications for ischemia-reperfusion, traumatic brain injury and neurodegenerative diseasesFree Radic Biol Med20013156357310.1016/S0891-5849(01)00628-111522441

[B48] EngelbrechtA-MEngelbrechtPGenadeSNieslerCPageCSmutsMLochnerALong-chain polyunsaturated fatty acids protect the heart against ischemia/reperfusion-induced injury via a MAPK dependent pathwayJournal of molecular and cellular cardiology2005399405410.1016/j.yjmcc.2005.08.00416216266

[B49] ZúñigaJVenegasFVillarrealMNúñezDChandíaMValenzuelaRTapiaGVarelaPVidelaL aFernándezVProtection against in vivo liver ischemia-reperfusion injury by n-3 long-chain polyunsaturated fatty acids in the ratFree radical research2010448546310.3109/10715762.2010.48599520528561

How the deposited data were processed for this re-analysis (not part of the article)

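Liver RNA of 24 AGS was hybridized to nylon membranes with 9600 spotted cDNA probes, 1 membrane per animal. There were 9 animals in torpor (T), 8 in arousal episodes (A), and 7 in post-reproduction (P). The authors scanned each membrane on a phosphorimager and deposited, per the file headers, the intensity of each spot and of its local background as read by ImaGene 6.1.0, as median and mean pixel values without background subtraction. The quality flag in these files marks spots that ImaGene took as empty, and such spots keep their intensity. The authors also deposited a table of processed values, in which each spot is the ratio of its background-subtracted median signal to the median of that difference over the array, on a linear scale. Spots marked as empty, and spots at or below 0 after subtraction, stand at 0.002 in that table. The ratio was recomputed from the intensity values and differed from the deposited ratio by less than 1e-06 at all other spots.

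All fits used the recomputed ratio on the log2 scale, with spots at or below 0 as missing values. Early and late torpor were pooled as T and early and late arousal as A, following the methods. Differential expression was tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes over the 3 states, with a moderated F-test over the states and the contrasts of T with P, A with P, and T with A. P-values were adjusted by the Benjamini-Hochberg method over all probes tested, 9599 in the fit of all arrays, and a probe was called at an adjusted p under 0.05. A fit over 5 groups compared early with late torpor and early with late arousal. Tables and exact tests were computed with pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

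Median signal per array lay between 54.1 and 132 intensity units over a median background of 13.3 to 19.9, and 8157 to 9197 probes per array had a median signal over 2 times their background. The number of arrays limits the precision of all values. On simulated arrays with the spread of the data, in which 200 of 9407 probes differed by 1 on the log2 scale between T and P, limma recovered 158 of the 200 with 13 false calls, and the methods' test recovered 151 with 9 false calls.

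The named genes are every AGS gene named in the Results that Additional file 1 pairs with a probe, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 whose groups do not overlap. Only 2 genes met the second condition among falls between T and A. Some of these genes are not reported here. Gene symbols were paired with probes by the state means of Additional file 1, within a tolerance of 1e-04. Where genes outside this rule are named, the text says that they were chosen after their values were seen.

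Fold changes were set against the calorie restriction, PPARα knockout, sleep deprivation, and cold exposure values of Additional file 3 by Pearson's and Spearman's correlation across genes, with 100000 permutations of the gene pairing and 2-sided p-values adjusted over the 4 relations. Each correlation was also computed without the 2 genes farthest from the median and over the genes called by limma. The direction of genes between T and A was set against their circadian phase, in the light from ZT 0 to ZT 12 or in the dark from ZT 12 to ZT 24, by Fisher's exact test. The list of fatty acid metabolism genes was taken from the text of the Results and tested with limma's fry, and, chosen after the data were seen, with an exact permutation of arrays on the mean of the list. Each probe was assigned to the state whose mean lies farthest from the middle mean, in place of the self-organizing map. Values expected of unchanged states came from 100 simulated sets of arrays, with further sets, added after the data were seen, for the fit with the filter set as a block and for A1 filters only. In all simulated sets the noise of each probe was drawn independently, so ranges over sets leave out variation that probes share.

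The alternatives were normexp background correction with an offset of 50, quantile normalization, a floor for values at or below 0, the deposited ratio in place of the recomputed one, leaving out dim probes that were not over 2 times the background on at least 7 arrays, the filter set (A1 or A2) as a block, the animal identifier prefix (04 against the others) as a block, the fit with 5 groups, and the methods' test with Storey's q and Tukey's HSD. Alternatives added after the data were seen were A1 filters only, spots marked as empty set to missing, the methods' test on the deposited ratio, and leaving out each array in turn. Each result across all probes was compared with 100 regroupings of the arrays, except that early and late arousal have 35, and correlations with the mouse were compared with 10000 regroupings.

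The enrichment of gene sets, the PPARα and CIRBP target tests, and the self-organizing map need gene lists that are not used here. The mouse arrays were not analysed here, and their values are those of the additional files.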

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

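Every test in this part was chosen after the result was seen, apart from the rule that picked out the values. Each of 156 groups of arrays, made up of the named genes and array measures in each state, was examined for an array that lay far from the rest of its group. In 10 groups the gap between the lowest or highest array and its nearest neighbour was a larger share of the group's range than 95% of chance groups would give, where 7.8 such groups are expected by chance. Single values in the list below are therefore in the range of what chance gives, and most were not tested further.

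Late arousal 04-30 was the highest of the 8 A arrays on the first principal component, at 32.6 where the others lay between -21.2 and -9.01, a gap of 0.774 of the range. It is the only A array on an A2 filter. The difference between A2 and A1 filters among the P arrays had a correlation of 0.556 across probes with the difference between this array and the A arrays on A1 filters. For the other A arrays the correlation lay between -0.192 and 0.0084. This argues against the state as the source of the distance, and suggests the filter set as a candidate explanation. A difference of this animal that happens to run along the same probes was not tested.

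CIRBP was lowest in late arousal 04-30 among the A arrays, at 0.53 where the others lay between 1.42 and 2.15, a gap of 0.548 of the range. Without this array the change between T and A was 1.23, against 1.38 with it, and CIRBP was called either way (adjusted p = 1.46e-04 and 3.35e-04 from limma). The array lay 1.25 below the mean of the A arrays on A1 filters, while among P arrays CIRBP differed by -0.08 (standard error 0.32) between A2 and A1 filters. This argues against a shift of A2 filters shared by the states as the source of the low value. An effect of the filter in A alone and a difference of the animal were not tested.

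EHHADH was lowest in post-reproduction 04-78 among the P arrays, at 3.00 where the others lay between 4.11 and 4.86, a gap of 0.597 of the range. Without it the change between T and P was 0.76 with an adjusted p of 0.109, so that the call was lost. Calls between T and P over all probes also fell without this array, from 946 to 600. Other arrays were not left out for EHHADH, so a special weight of this array is not shown. ACAT1 was lowest in late arousal 2000-22, at 2.03 where the others lay between 3.22 and 4.27, a gap of 0.531. Without that array ACAT1 was higher in A than in P by 0.68 (adjusted p = 0.0391), and with it the gene was not called (0.46, adjusted p = 0.246). SMAD5 was highest in late torpor 04-49 among the T arrays, at -0.29 where the others lay between -1.77 and -1.10, a gap of 0.547. Without it the change between T and A was -0.92 (adjusted p = 0.0224), which is past the threshold. No technical measure of these arrays was tested as a source of the values, and no biological explanation was tested.

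Early torpor 2000-43 was lowest for COQ10B, at -3.21 where the other T arrays lay between -1.36 and -0.59, a gap of 0.704. The same array was highest for EGR1, at 1.99 where the others lay between -1.06 and -0.06, a gap of 0.673. It also had the fewest probes with a median signal over 2 times background among the T arrays, 8319 where the others had 8781 to 9063, a gap of 0.621. The array's median signal, 78.9, lay within the range of the T arrays, while its median background, 19.9, was the highest of all arrays. Whether the background bears on both genes was not tested, and EGR1 lies above its group while COQ10B lies below. Without this array COQ10B changed by -0.92 between T and A and was called as before (adjusted p = 0.0306).

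DERL2 was lowest in late torpor 04-36, at -1.26 where the other T arrays lay between -0.49 and 0.13, a gap of 0.556. HADHB was highest in late torpor 04-06, at 3.25 where the others lay between 1.93 and 2.52, a gap of 0.552. Without these arrays the changes between T and P were -1.09 for DERL2 (adjusted p = 0.00708) and 0.71 for HADHB (adjusted p = 0.0222), called as before. HADHB turned from 0.03 to -0.09 between T and A, not called either way. No explanation was tested for these values.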

How the results depend on the processing

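The tests chosen after the results were seen are A1 filters only, spots marked as empty set to missing, the methods' test on the deposited ratio, and each array left out in turn for the counts over the 3 states. The remaining alternatives, the main processing, and the rule for named genes were set before the data were examined. For every value outside its range below, the cause was not tested here unless a value is given. No paired analysis was possible because the groups share no replicate numbers.

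The fry tests of the fatty acid list and the correlation with sleep deprivation kept their direction and their side of the threshold under every alternative run on them. The circadian table was the same under every alternative of processing and block run on it, while over the 10 genes called by limma Fisher's exact test gave p = 0.17, with fewer genes tested. Sleep deprivation r lay between -0.751 and -0.545. None of the named genes reversed while called. Between early and late torpor and between early and late arousal limma called 0 probes under every alternative set before the data were examined, with 443 to 878 and 692 to 927 probes at an unadjusted p under 0.05, and 0 without any 1 array. On A1 filters only, 1 probe was called between early and late torpor.

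Of probes that differ among T, A, and P, 1102 were called with the main processing. The filter set block gave 382, the identifier prefix block 480, the methods' test 2017, A1 filters only 211, and the methods' test on the deposited ratio 2044. The number was within 1.5 times of 1102 under the other alternatives. A1 filters hold 18 arrays, of which 2 are P arrays, so this setting has less precision.

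Between T and P, 946 probes were called. Normexp background correction gave 543, the filter set block 93, the identifier prefix block 523, and A1 filters only 86. Between A and P, 813 were called, normexp gave 1752, the filter set block 260, the prefix block 243, the methods' test 1270, A1 filters only 84, and the methods' test on the deposited ratio 1284. The share of these probes that were higher in A was 30.9%, against 16.7% under normexp, 50.9% under quantile normalization, 12.3% under the filter set block, and 15.5% on A1 filters only. Between T and P the share higher in T was 55.8%, against 40.9% under the filter set block and 34.9% on A1 filters only.

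Between T and A, 45 probes were called. Quantile normalization gave 17, of which 4 were higher in T, where the main processing had 37 of 45. All 45 kept their direction under quantile normalization, and 11 of them were called again. The filter set block gave 124, the methods' test 601, A1 filters only 132, and the methods' test on the deposited ratio 604. These counts went up under the block while counts against P went down, so more probes were called between T and A than between T and P under the block and on A1 filters.

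Probes called both between T and P and between A and P in the same direction numbered 368. The filter set block gave 61, the prefix block 133, the methods' test 749, A1 filters only 49, and the methods' test on the deposited ratio 754. Probes called both between T and P and between T and A in the same direction numbered 18. Quantile normalization gave 10, leaving out dim probes 28, the filter set block 12, the methods' test 207, spots marked as empty set to missing 28, A1 filters only 9, and the methods' test on the deposited ratio 204.

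With each array left out in turn, probes that differ among the states numbered 705 to 1722. Late arousal 04-30 gave 1722, and post-reproduction 20-52, 2000-10, and 98-79 gave 707, 705, and 721. The range between T and P was 550 to 1490, with 1490 without post-reproduction 2000-13, 605 without 2000-2, 559 without 20-52, 550 without 2000-10, 585 without 98-79, and 600 without 04-78. All P arrays but 2000-13 in this list were on A2 filters. Between A and P it was 477 to 1546, with 1546 without late arousal 04-30, 540 without early arousal 04-84, and 490, 477, 529, and 513 without post-reproduction 20-52, 2000-10, 98-79, and 04-78.

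Between T and A the range was 24 to 101, with 101 without late arousal 04-30, 100 without late arousal 04-31, 84 without post-reproduction 2000-13, 27 without early arousal 04-43, 28 without early torpor 2000-43, 28 without late torpor 04-38, and 24 without late torpor 04-36. Calls shared by T and A relative to P ranged from 192 to 689, with 689 without late arousal 04-30, 689 without post-reproduction 2000-13, 661 without 20-55, and 237, 194, 192, 220, and 212 without 2000-2, 20-52, 2000-10, 98-79, and 04-78. Calls shared by P and A relative to T ranged from 11 to 39, with 28 without late arousal 04-30, 35 without late arousal 04-31, 11 without early torpor 04-15, 11 without late torpor 04-36, and 39 without post-reproduction 2000-13.

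The correlation with calorie restriction, r = 0.582, was no longer past the threshold by Spearman's rho, at 0.441 (permutation p = 0.069), or without ELOVL6 and PCK1, at 0.209 (p = 0.43 by permutation), which shows that it rests on these genes. The correlation with PPARα knockout was -0.194 over the 96 genes called by limma (p = 0.058 by permutation), fewer than the 123 of the full list. The correlation with cold exposure was 0.450 under the filter set block (p = 0.051 by permutation) and 0.272 by Spearman's rho (p = 0.26 by permutation). Over the genes called by limma there was no cold exposure value, with 2 genes left, and no finite circadian odds ratio, with 0 of 3 genes lower in T in the light.

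P stood apart from T and A for 46.2% of probes. This share was 41.8% under normexp, 49.1% under quantile normalization, 38.8% under the filter set block, 50.0% under the prefix block, and 40.9% on A1 filters only.

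Of 70 comparisons of named genes, 45 were called. The filter set block and A1 filters only each kept 21 of these, the prefix block 31, normexp 38, quantile normalization 42, the deposited ratio 44, and the other alternatives all 45. The methods' test called 20 more, A1 filters only 4 more, the filter set block 3 more, and leaving out dim probes and the fit with 5 groups 1 more each. The median of all probes moved by less than 0.1 on the log2 scale under every scaling.

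Signal over background bears on the dimmest probes. Leaving out those not over 2 times background on at least 7 arrays left 9200 probes, of which 1185 differed among the states.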

Differences from the paper's values

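The tests chosen after the results were seen in this part are the methods' test on the deposited ratio, A1 filters only, and leaving out late torpor 04-49. Over the genes of Additional file 1, with the adjustment over all probes, limma called 512 genes between A and P, where the paper's value is 823. Of the alternatives set before the data were examined, normexp background correction and the methods' test came within 1.5 times of the paper's value. Quantile normalization, the floor, the deposited ratio, leaving out dim probes, the filter set block, the prefix block, and the fit with 5 groups did not.

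For the next 6 counts, of the same alternatives only the methods' test came within 1.5 times of the paper's value, and the other 8 did not. Between T and A, limma called 31 genes and the paper 383. Genes called both between T and P and between A and P numbered 243, against 509 in the paper, and those in the same direction 243, against 508 in the paper. Genes called between T and P and between T and A in the same direction numbered 13, against 144 in the paper. Genes higher in A than in P numbered 161, against the paper's 301. Genes higher in T than in A numbered 23, against the paper's 291.

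Genes lower in T than in A numbered 8, where the paper has 92, and again only the methods' test came within 1.5 times. Genes lower in T than in P numbered 288, where the paper has 439, and leaving out dim probes and the methods' test came within 1.5 times while the other 7 alternatives did not. Between T and P, 628 genes were called and the paper has 916, which is within 1.5 times. The methods' test on the deposited ratio, chosen after the values were seen, gave 916, 823, and 383 genes, 509 in both comparisons with P, 508 in the same direction, and 144 shared by T relative to P and A, the same as the paper's values, and drops 0 of the paper's genes.

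The paper states that LPIN2 is under-expressed in hibernation and calorie restriction. Here it was higher than in P by 1.22 in T and 1.76 in A, and its calorie restriction value in Additional file 3, a value of the paper, is 0.82. The paper states that HADHB, ACADL, ACADVL, EHHADH, and SLC27A2 are over-expressed in torpor and in PPARα knockout. They were higher in T by 0.82 to 1.10, while the knockout values of Additional file 3, which are the paper's, lie below 0 for all 5, from -2.20 for EHHADH to -0.63 for SLC27A2. Of the 123 genes, 26 were higher in T and in the knockout and 33 were higher in T and lower in the knockout. The paper states that FDFT1, FDPS, and SC4MOL are under-expressed in both, while all 3 have knockout values above 0 in Additional file 3, with 28 genes lower in both and 36 lower in T and higher in the knockout. The paper's correlation with the knockout is also negative, and a figure caption describes its highlighted genes as opposite in the knockout and in T. For the genes named here, the values differ from the paper's wording of the directions and not from its conclusion on PPARα.

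The paper states that the fatty acid genes are higher in T than in A and P. All 11 were higher in T than in A and 8 of 11 were higher in T than in P, while ACADS (-0.72), ALDH2 (-0.62), and ADH4 (-0.13) were lower. The paper counts 13 genes in this list and names 12. It gives a phase of ZT 17 for TARDBP, while its Additional file 3 has ZT 23.3.

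Among genes that the paper counts in a signature, limma did not call FDFT1 (adjusted p = 0.0947), ALDH2 (0.0590), or FUBP1 (0.0795) between T and P. Between T and A it did not call FUBP1 (0.273), HSPH1 (0.0862), HSP90AA1 (0.156), HSP90AB1 (0.0906), CHORDC1 (0.121), DERL2 (0.124), NNT (0.137), SMAD5 (0.0623), TARDBP (0.0600), THRA (0.272), ACAA2 (0.0906), ACADL (0.149), ADH4 (0.149), ALDH9A1 (0.0612), EHHADH (0.0600), HADH (0.181), INSIG1 (0.206), or THRSP (0.126). The methods' test called each of them. Of the other alternatives, the fit with 5 groups called ALDH2, the filter set block called ALDH9A1, EHHADH, and SMAD5, and leaving out dim probes called EHHADH. Of the settings chosen after the values were seen, A1 filters only called ACAA2, ACADL, EHHADH, and NNT, and leaving out late torpor 04-49 called SMAD5.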

Other observations

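The tests in this part were chosen after the results were seen, apart from the blocks by filter set and identifier prefix and the scalings, which were set before. The filter set may account for part of the difference between P and the hibernating states, where 946 probes were called between T and P, or 93 with the filter set as a block. All 6 arrays on A2 filters, 5 from P and 1 from A, lay apart from the 18 on A1 filters on the first principal component, whatever their state. The filter set and the state overlap strongly, since 5 of 7 P arrays and 0 of 9 T arrays are on A2 filters.

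The pattern tested was that more probes were called between T and P and between A and P than between T and A. Under the filter set block 93 probes were called between T and P, fewer than the 124 between T and A. Simulated arrays that differ by filter set only, with no difference of state, gave a median of 1024 calls between T and P (902 to 1143), about the observed 946, and 133 (28 to 249) between A and P, where 813 were observed. When the group of 7 compared with T was made to follow the filter set, with the 6 A2 arrays and 1 P array on an A1 filter, limma called 1924 or 1989 probes, more than with the states. A candidate explanation of part of the calls between T and P is therefore the filter set. With the block, the same simulated arrays gave a median of 0 calls between T and P (0 to 1) and 0 between A and P (0 to 3), where 93 and 260 were observed, so that the filter set alone is not enough for either. For A and P the simulated count without the block also lies below the observed one.

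The animal identifier prefix, which also differs between the groups, was tested as the whole cause. Under this block 523 probes were called between T and P and 62 between T and A, which argues against it as the whole cause. That the A2 arrays stand apart because of the state P was tested on late arousal 04-30, whose distance from the A1 arousal arrays had a correlation of 0.556 across probes with the A2 to A1 difference in P, which argues against it. On A1 filters the difference between P and T had a correlation of -0.113 with the same distance.

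Spots 2 columns apart on the membrane shared the A2 to A1 difference in P with a correlation of 0.347. At 1, 3, and 4 columns apart the correlation was 0.14, 0.204, and 0.142. Differences within A1 filters gave at most 0.131 at any of these spacings, so the excess was small at 1 and 4 columns. This is in line with an effect of position on the membrane, such as from the printing of the filters, which may be part of the difference between the sets. What A1 and A2 stand for was not tested.

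The block also lowers precision, because 2 P arrays carry the comparison with T within A1 filters. On simulated arrays that keep the unblocked differences, the block gave a median of 394 calls between T and P (336 to 453) and 472 between A and P (420 to 524), where 93 and 260 were observed. The loss of precision alone is therefore an unlikely explanation of the lower counts. It was also asked whether late arousal 04-30 alone gives the calls between T and A. Without it limma called 101 probes, more than the 45 with it, which argues against that.

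Arrays were also regrouped at random into groups of the same sizes. The number of probes that differ among the states and the calls between T and P were each as large in 1 of 100 regroupings, the real one. The calls between A and P and both overlaps in the same direction were so as well, which argues against chance for these counts. The calls between T and A and the share of probes with P apart were as large in 3 of 100. A regrouping gave as many as 1359 calls between T and A, against 45, and several results were compared. Chance is therefore not excluded for the calls between T and A or for the share with P apart. With regrouping within filter sets under the block, each count of calls and both overlaps were as large in 1 of 100 regroupings. The share with P apart was as large in 96 of 100 there and is not excluded as chance. The fry tests of the fatty acid list were as strong in 1 of 100 regroupings, the real one, both ways, but the paper chose the list on the real grouping, so chance is not excluded for them. Groups that follow the filter set exceeded the real ones, as given above. Probes at an unadjusted p under 0.05 between early and late torpor were as many in 4 of 100 regroupings, and between early and late arousal in 7 of 35, where chance is not excluded.

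The correlations with mouse data were compared with 10000 regroupings of the arrays, which keep the dependence between genes. A correlation as large came from a share of 0.11 of all regroupings for calorie restriction and 0.0349 of those within filter sets, 0.128 and 0.0048 for PPARα knockout, 0.0376 and 0.0349 for sleep deprivation, and 0.287 and 0.619 for cold exposure. Of the 4, sleep deprivation was under 0.05 both ways, and cold exposure in neither. The genes were selected on the real grouping, which favours it over the others, so a small share does not exclude chance.

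Some probes were marked as empty by filter set. There were 12 probes marked as empty on at least 4 of 6 A2 filters and at most 1 of 18 A1 filters, and 8 of them are genes of Additional file 1, chosen here after their values were seen. These are CLIC4, CLYBL, DNAJC9, FLJ11506, LY6E, MRPS14, NUDT3, and SF3B2. All 8 are in the paper's T and P signature, with log2 fold changes of 3.71 to 6.36 that are the paper's. On A1 filters alone their changes lay between -0.21 and 0.48, and limma called 0 of the 8, with 0 at an unadjusted p under 0.05. Of the 22 genes of Additional file 1 with a change of 3 or more in size in the paper, 19 have a floored value in the deposited ratio. No biological explanation was tested for the empty spots.

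Gene families were picked from the symbols of Additional file 1 after the values were seen, and the study chose these genes on the same arrays. Of 17 genes with symbols in GST, UGT, and SULT, all were lower in A than in P under every scaling, by a median of -1.23 with the main processing, and all 17 were called. The filter set block called 13, normexp background correction 14, quantile normalization 8 (median -0.89), the identifier prefix block 6, and A1 filters only 4. In T all 17 were lower than in P as well, by a median of -0.62, with 6 called and 1 under the block. Of 10 genes with CYP symbols, 8 were lower in A than in P under every scaling, and 10 were higher in T than in A, or 9 under quantile normalization. Between T and A, 0 of the 10 were called with the main processing and 1 under the filter set block. Of 21 genes with RPL and RPS symbols, 20 were higher in T than in A, by a median of 0.63, with 2 called. Under quantile normalization 19 were higher in T, by a median of 0.375, with 0 called, and the filter set block called 8. Relative to P, 18 of the 21 were lower in A, against 13 under quantile normalization, 16 under normexp background correction, 19 under the identifier prefix block, 20 on A1 filters only, and 21 under the filter set block. No technical or biological explanation was tested for the families, and the difference in anesthesia between T and the other animals is confounded with the state.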
